# Prenatal overexpression of platelet‐derived growth factor receptor A results in central nervous system hypomyelination

**DOI:** 10.1002/brb3.2332

**Published:** 2021-09-04

**Authors:** Herminio Joey Cardona, Agila Somasundaram, Donna M. Crabtree, Samantha L. Gadd, Oren J. Becher

**Keywords:** brain tumors, diffuse midline glioma, hypomyelination, myelination, oligodendrocyte precursor cells, PDGF, PDGFRA

## Abstract

**Background:**

Platelet‐derived growth factor (PDGF) signaling, through the ligand PDGF‐A and its receptor PDGFRA, is important for the growth and maintenance of oligodendrocyte progenitor cells (OPCs) in the central nervous system (CNS). PDGFRA signaling is downregulated prior to OPC differentiation into mature myelinating oligodendrocytes. By contrast, PDGFRA is often genetically amplified or mutated in many types of gliomas, including diffuse midline glioma (DMG) where OPCs are considered the most likely cell‐of‐origin. The cellular and molecular changes that occur in OPCs in response to unregulated PDGFRA expression, however, are not known.

**Methods:**

Here, we created a conditional knock‐in (KI) mouse that overexpresses wild type (WT) human PDGFRA (hPDGFRA) in prenatal Olig2‐expressing progenitors, and examined in vivo cellular and molecular consequences.

**Results:**

The KI mice exhibited stunted growth, ataxia, and a severe loss of myelination in the brain and spinal cord. When combined with the loss of p53, a tumor suppressor gene whose activity is decreased in DMG, the KI mice failed to develop tumors but still exhibited hypomyelination. RNA‐sequencing analysis revealed decreased myelination gene signatures, indicating a defect in oligodendroglial development. Mice overexpressing PDGFRA in prenatal GFAP‐expressing progenitors, which give rise to a broader lineage of cells than Olig2‐progenitors, also developed myelination defects.

**Conclusion:**

Our results suggest that embryonic overexpression of hPDGFRA in Olig2‐ or GFAP‐progenitors is deleterious to OPC development and leads to CNS hypomyelination.

## 1 INTRODUCTION

The proliferation and survival of oligodendrocyte progenitor cells (OPCs) are dependent on signaling through platelet‐derived growth factor A (PDGF‐A) and its receptor PDGFRA (Hart et al., 1989; Pringle et al., 1989; Richardson et al., 1988). PDGFRA signaling, however, is inhibitory to OPC differentiation and is downregulated prior to OPC maturation into myelinating oligodendrocytes (OLs) (Calver et al., 1998; Richardson et al., 1988). Removing PDGF‐A from cell culture medium induces OPCs to differentiate into OLs (Hall et al., 1996), and PDGFRA is expressed in proliferating OPCs, but lost in myelinating OLs (Butt, Hornby, Ibrahim, et al., 1997; Ellison & de Vellis, 1994). PDGFRA downregulation during OPC differentiation occurs through transcriptional, translational and/or post‐translational mechanisms (Calabretta et al., 2018; Dugas et al., 2010; Zhao et al., 2010; Zhu et al., 2014). The transcription factor Nkx2.2 directly binds the promoter region of *PDGFRA* and inhibits its expression during OPC differentiation (Zhu et al., 2014). MicroRNAs miR‐219 and miR‐338 are upregulated during OPC differentiation and repress PDGFRA transcripts by binding the 3′ untranslated region (Dugas et al., 2010; Zhao et al., 2010). Progressive loss of the methyltransferase PRMT5 facilitates ubiquitination and degradation of membrane PDGFRA thereby promoting OPC differentiation (Calabretta et al., 2018).

PDGFRA signaling, on the other hand, is frequently elevated in adult and pediatric gliomas (Mackay et al., 2017), including the rare and universally fatal diffuse midline glioma (DMG), which is predominantly found in pediatric patients (Buczkowicz & Hawkins, 2015). Amplifications of the wild type (WT) PDGFRA gene locus have been found in approximately 12% of adult and 8–39% of pediatric cases, and activating mutations in approximately 13% of adult and 4–9% of pediatric cases, respectively (Brennan et al., 2013; Buczkowicz & Hawkins, 2015; Paugh et al., 2011; Puget et al., 2012). Moreover, emerging evidence suggests that neonatal OPCs are a likely cell‐of‐origin for DMG (Filbin et al., 2018; Lindquist et al., 2016; Nagaraja et al., 2017). Despite the importance of PDGFRA signaling for OPC development, and its dysregulation in gliomas, the cellular and molecular consequences of amplified PDGFRA signaling in OPCs are unknown.

Here, we investigated the effects of overexpressing PDGFRA in murine embryonic OPCs on myelination and midline gliomagenesis. We developed a novel conditional knock‐in (KI) mouse model that overexpresses human PDGFRA (hPDGFRA) in the Rosa26 locus (Bouabe & Okkenhaug, 2013) in prenatal Olig2‐expressing progenitors. The Rosa26 locus lacks hPDGFRA's endogenous regulatory elements, including its promoter and 3′ untranslated region. This prevents the transcriptional and translational downregulation of hPDGFRA by the transcription factor Nkx2.2 (Zhu et al., 2014) and microRNAs (Dugas et al., 2010; Zhao et al., 2010), respectively, during OPC differentiation. Unexpectedly, the hPDGFRA KI mice, in the presence or absence of the tumor suppressor gene p53, failed to develop midline gliomas. The KI mice, however, exhibited severe central nervous system (CNS) hypomyelination. Examination of the transcriptome revealed negatively enriched OL gene signatures in the mutant mouse brain. Our results suggest that increased PDGFRA activity in embryonic OPCs affects OPC development leading to hypomyelination, but does not result in gliomagenesis.

1 **Significant Outcomes**

- PDGFRA overexpression in prenatal OPCs results in CNS hypomyelination.
- PDGFRA overexpression in prenatal OPCs along with p53 loss does not induce gliomas.

## 2 MATERIALS AND METHODS

### 2.1 Generation of transgenic mice

The hPDGFRA KI mice were generated using the Rosa‐CAG‐LSL‐PDGFRA targeting vector, derived from the Ai9 plasmid (gift from Hongkui Zeng, Addgene plasmid #22799; http://n2t.net/addgene:22799; RRID:Addgene_22799) (Madisen et al., 2010) by replacing *tdTomato* with hPDGFRA (gift from Dr. Eric Holland, Fred Hutchinson Cancer Research Center, Seattle WA, and Dr. Tatsuya Ozawa, National Cancer Center Research Institute, Tokyo, Japan). The vector is composed of (from 5′ to 3′) a CMV‐IE enhancer/chicken beta–actin/rabbit beta–globin hybrid promoter (CAG), an FRT site, a loxP‐flanked STOP cassette (with stop codons in all 3 reading frames and a triple polyA signal), the human *PDGFRA* cDNA, a woodchuck hepatitis virus post‐transcriptional regulatory element (WPRE, to enhance the mRNA transcript stability), a BGH polyA signal, and an attB/attP‐flanked PGK‐FRT‐Neo‐polyA cassette (Figure 1a). The linearized vector was inserted between exons 1 and 2 of the Gt(ROSA)26Sor locus via electroporation of (129 × 1/SvJ x 129S1/Sv)F1‐Kitl+‐derived R1 embryonic stem cells (Nagy et al., 1993). Homologous recombination events were detected by PCR, and correct rearrangement of the locus was verified by Southern blot analysis. Correctly targeted stem cells were injected into recipient blastocysts following standard procedures (Nagy, 2003). The resulting chimeric animals were crossed to C57BL/6J mice; heterozygotes were further crossed to C57BL/6 mice. Note that all the hPDGFRA^fl/fl^ mice used in this study are in the Nestin‐tv‐a (Ntv‐a) background, where the RCAS viral receptor TVA is downstream of the Nestin promoter (Cordero et al., 2017), but the mice were not injected with RCAS viruses. hPDGFRA^fl/fl^ mice were bred to Olig2‐tv‐a‐Cre; p53^fl/fl^ mice to generate Olig2‐tv‐a‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ mice. Olig2‐tva‐Cre mice (Olig2tm2(TVA,cre)Rth/J) were obtained from the Jackson Laboratory. GFAP‐Cre mice (Zhuo et al., 2001) were a kind gift from Dr. Hai Yan, Duke University. hPDGFRA^fl/fl^ mice were crossed with GFAP‐Cre mice to generate GFAP‐Cre; hPDGFRA^fl/+^ offspring. Mutant mice were euthanized when they lost 25% of body weight, or were unable to ambulate or adequately reach food and/or water (typically seen around postnatal day 18 to 21 (P18 to P21)), along with their littermate control mice. Mice were euthanized by exposure to 2–4 liters CO_2_ per minute, then carefully decapitated to preserve brain and spinal cord (SC). To genotype hGFAP‐Cre and Olig2‐t‐va‐Cre mice, genomic tail DNA was isolated using REDExtract‐N‐Amp™ PCR ReadyMix (Sigma), and PCR was performed using the following primers: Olig2‐t‐va‐Cre – 5′ CAC AGG AGG GAC TGT GTC CT 3′, 5′ AGT TGG TGA GCA TGA GGA TG 3′, and 5′ GCC AGA GGC CAC TTG TGT AG 3′; GFAP‐Cre – transgene forward 5′ GCG GTC TGG CAG TAA AAA CTA TC 3′; transgene reverse 5′ GTG AAA CAG CAT TGC TGT CAC TT 3′; WT forward 5′ CTA GGC CAC AGA ATT GAA AGA TCT 3′; and WT reverse 5′ GTA GGT GGA AAT TCT AGC ATC ATC C 3′. hPDGFRA cDNA was extracted using a standard mouse tail DNA prep (Laird et al., 1991) and PCR run using MyFi™ Mix (Meridian Biosciences) with the following primers: WT forward 5′ AAG GGA GCG GAA AAG TCT CCA C 3′; WT reverse 5′ GGA CAA CGC CCA CAC ACC AGG 3′; and hPDGFRA – reverse 5′ TGG GCT ATG AAC TAA TGA CCC CGT A 3′.

**FIGURE 1:**
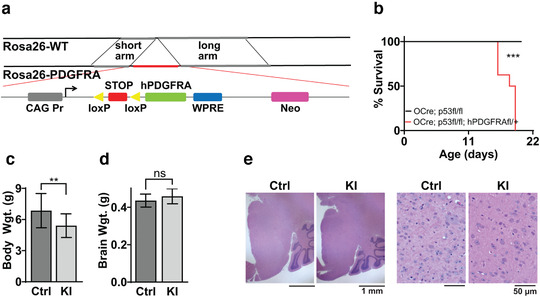
Generation and phenotype of hPDGFRA KI mice. (a) Schematic of the Rosa26 locus in control and hPDGFRA KI mice. hPDGFRA is downstream of the CAG promoter and a STOP codon flanked by loxP sites. (b) Kaplan–Meier survival curves of Olig2‐Cre; p53^fl/fl^ (Ctrl, black, median survival undefined, *n* = 11) and Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ (KI, red, 18 ± 0.3651 days, *n* = 10) mice. *p* = .0001, log‐rank (Mantel–Cox) test. (c) Body weights of P18 and P19 Olig2‐Cre; p53^fl/fl^; hPDGFRA^+/+^ (Ctrl, 6.8523 ± 0.4576 g, *n* = 13) and Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ (KI, 5.4088 ± 0.4024 g, *n* = 8) mice. *p* = .0431, two‐tailed unpaired Student *t*‐test. (d) Brain weights of P18 and P19 Ctrl (0.4361 ± 0.0096 g, *n* = 13) and KI (0.4591 ± 0.0143 g, *n* = 8) mice. *p* = .1811, two‐tailed unpaired Student *t*‐test. Error bars represent standard error. (e) H&E images of the brainstem (BS) of P20 Ctrl and P19 KI mice. Images representative of *n* = 4 each for Ctrl and KI

### 2.2 In vitro studies

RCAS viruses were generated by transfecting retroviral plasmids into DF1 chicken fibroblasts (ATCC) as previously described (Barton et al., 2013). Viral supernatant was concentrated 100X with Retro‐X Concentrator (Clontech) prior to use. Primary BS cultures were generated from hPDGFRA^fl/fl^ P3–P5 pups and grown in DMEM (ATCC) supplemented with 2 mM l‐glutamine (Invitrogen), 10% FBS (ATCC), and 100U penicillin/streptomycin (Invitrogen) at 37°C. Cells collected from each litter of pups were divided into two T25 culture flasks, and at 70% confluency, they were transduced with concentrated RCAS‐Cre or RCAS‐Y viruses. Because the hPDGFRA^fl/fl^ mice are in the Ntv‐a background, the RCAS viruses are expected to target Nestin‐expressing cells (Cordero et al., 2017). Seventy‐two hours after plating, cells were serum‐starved overnight and treated with 100 nM purified PDGF‐AA ligand (Sigma) for 5 min, trypsinized, and collected by centrifugation at 1500× *g* for 5 min for western blot analysis.

### 2.3 Western blot analysis

Cultured cells, and BS and SC tissue were lysed and homogenized in RIPA buffer (Sigma) using a Q125‐125‐watt Sonicator (MedSupply) at 50% amplitude for 10 s. Tissue and cell pellets were resuspended in RIPA buffer with phosphatase inhibitor (Sigma), protease inhibitor (Roche), 1 mM PMSF (Sigma), 50 mM NaF, 1 μM NaVO_4_ (Sigma), and 1 mM DTT (Sigma). Protein concentration was determined using BCA analysis (BIORAD). Lysates were run on 4−20% Mini‐PROTEAN gel (BIORAD) at 100 V and transferred using Trans‐Blot Turbo Transfer System (BIORAD) onto Immun‐Blot PVDF membranes (BIORAD). Membranes were blocked using Intercept (PBS) Protein‐Free Blocking Buffer (LI‐COR). The following primary antibodies were used: PDGFRA (CST, 3164S), 1:1000; myelin basic protein (MBP, CST, 78896), 1:1500; phospho‐Tyr762 PDGFRA (pPDGFRA, CST, 2992), 1:1000; ERK1/2 (CST, 9107), 1:1000; phospho‐Thr202/Tyr204 ERK1/2 (pERK1/2, CST, 9101), 1:1000; Akt (CST, 2920), 1:2000; phospho‐Ser473 Akt (pAkt, CST, 4060), 1:2000; and β‐actin (CST, 3700S), 1:5000. Polyclonal goat anti‐rabbit IgG (IRDye 800CW) and goat anti‐mouse IgM (IRDye 680RD) were used as secondary antibodies. Signal intensity was measured on the Odyssey imaging system (LI‐COR) per manufacturer's instructions, and densitometry analysis done using Image Studio (LI‐COR).

### 2.4 Histology and immunohistochemistry (IHC)

Mouse brain and SC were fixed in 2% neutral buffered formalin for 24–48 h, and then transferred to 70% ethanol. Samples were embedded and sectioned by the Northwestern Mouse Histology and Phenotyping Laboratory. Sagittal sections for brain and transverse sections for SC tissue at 5 μm thickness were obtained using a Leica microtome. Upper SC (USC) segments are roughly characterized by vertebrae C4 to C7, and lower SC (LSC) by T1 to T6. Hematoxylin and eosin (H&E) staining was done according to standard protocols. Immunolabeling was performed using the Ventana automated IHC instrument (Roche) per manufacturer's instructions, and imaged on an Axiocam 503 light microscope (Zeiss) at 2.5X and 40X magnifications. The following primary antibodies were used: PDGFRA (CST, 3164S), 1:200; MBP (CST, 78896), 1:1200; 2′,3′‐cyclic‐nucleotide 3′‐phosphodiesterase (CNPase, CST, 5664), 1:100; Aspartoacylase (ASPA) (Genetex, GTX113389), 1:2000; Olig2 (Millipore, AB9610), 1:500; NG2 (Millipore, AB5320), 1:200; Sox10 (Abcam, 180862), 1:150; and Ki67 (CST, 12202S), 1:200. Nuclear staining (for Olig2, Sox10, ASPA, Ki67 antibodies) was quantified using a LionheartFX automated microscope (Biotek), and non‐nuclear staining (for NG2, MBP, CNPase antibodies) was quantified by measuring optical density (OD) (log(maximum intensity/mean intensity)) of DAB staining in deconvolved images using FIJI (Varghese et al., 2014). Similar intensity thresholds were applied for control and KI samples for each antibody, but not across antibodies. Therefore, the percentage of labeled cells across antibodies cannot be compared. Luxol fast blue (LFB) staining of brain tissue, with cresyl violet counterstain, was performed by the Northwestern University Mouse Histology and Phenotyping Laboratory. Images were captured at 2.5X and 40X magnifications.

### 2.5 RNA sequencing (RNA‐seq) and analysis

For RNA‐seq, BS was isolated from P18/P19 mice from Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ and age‐matched Olig2‐Cre; p53^fl/fl^ control mice and snap frozen. RNA was extracted using RNeasy Mini Kit (QIAGEN) and quantified using Cytation5 Image Reader (BIOTEK). 50 ng of RNA was submitted to the Northwestern University Sequencing Core facility for analysis. For bioinformatics analysis, paired‐end fastq files were imported into Galaxy (Afgan et al., 2016), aligned to the mm10 genome using RNA‐STAR, and aligned reads were counted using HTSeq‐count with the Ensembl mm10 transcriptome GTF file as the feature file. The following HTSeq‐count parameters were used: stranded = no, mode = union, minimum alignment quality = 10, map nonunique or ambiguous reads = none. HTSeq‐count files were imported into R (https://www.r‐project.org/https://www.r‐project.org/), genes with < 10 reads base mean were removed, and differential expression analysis was performed with the DESeq2 package (Love et al., 2014) using the DESeqDataSetFromHTSeqCount function with default settings. DESeq2 analyses were run comparing hPDGFRA KI and control mice. Gene set enrichment analysis (GSEA) was run using genes ranked according to the Wald statistic with the following parameters: permutations = 1000, enrichment statistic = classic, max size = 500, min size = 20, normalization mode = meandiv. For the analysis in Table 2, custom GSEA gene lists were generated from (Zhang et al., 2014), by taking the top 500 genes positively expressed in astrocytes versus neurons, OPCs, microglia, newly formed OLs, myelinating OLs, or endothelial cells. Genes with minimum FPKM (fragments per kilobase per million reads) less than 5 in astrocytes were excluded. GSEA was run using the parameters described above to compare control and KI mice based on the custom gene lists. RNAseq data has been submitted to GEO (GSE181899) and are publicly‐available.

### 2.6 Experimental design and statistical analysis

Three to eleven mice of each genotype were used per experiment, with roughly equal numbers of mutant and control mice, and males and females. IHC data was quantified by analyzing one whole BS section and six SC sections spanning C4 to T6 per mouse. Unpaired, two‐tailed Student *t*‐test was used to determine statistical significance between experimental and control groups using GraphPad Prism. Kaplan–Meier survival curves were analyzed using log‐rank (Mantel‐Cox) test. *p* < .05 was considered statistically significant. The *n* and *p* values for each experiment are stated in the text and figure legends.

## 3 RESULTS

### 3.1 Generation and validation of KI mice overexpressing hPDGFRA in prenatal Olig2‐progenitors

We targeted hPDGFRA to prenatal OPCs using Olig2‐Cre mice. We inserted the WT hPDGFRA cDNA into the Rosa26 locus, allowing for the stable expression of a single transgene (Bouabe & Okkenhaug, 2013). A stop codon flanked by loxP sites is an immediate upstream of hPDGFRA, which is under the control of the CAG promoter (Figure 1a). The Rosa26 locus lacks the endogenous hPDGFRA regulatory elements, thus preventing its transcriptional (Zhu et al., 2014) and translational (Dugas et al., 2010; Zhao et al., 2010) downregulation during OPC differentiation. The tumor suppressor p53 is lost in 77% and co‐occurs with PDGFRA amplifications in 30–40% of DMG (Khuong‐Quang et al., 2012; Paugh et al., 2011); therefore, we also included p53 deletion in our mouse model. hPDGFRA^fl/fl^ mice were crossed with Olig2‐Cre; p53^fl/fl^ mice to delete p53 and express Cre recombinase in Olig2‐progenitors. Cre recombinase removes the stop codon thus expressing the hPDGFRA transgene. Deleting p53 was critical to investigate gliomagenesis in our original mouse model, but we also performed studies in models with p53 intact, as we describe later in Figures 6 and 7.

Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ (KI) mice exhibited significantly decreased survival when compared with Olig2‐Cre; p53^fl/fl^ (control) mice (Figure 1b, control, mean survival undefined, *n* = 11, KI, 18 ± 0.3651 days, *n* = 10, *p* = .0001, log‐rank (Mantel–Cox) test). All the hPDGFRA KI mice (10/10) exhibited ataxia, and hindlimb and tail tremors by P18 or P19, and all the mice that survived until P21 (5/10) also exhibited hindlimb paralysis. Examination of body weights revealed stunted growth in P18 and P19 KI mice when compared with control (Figure 1c, control, 6.8523 ± 0.4576 g, *n* = 13, KI, 5.4088 ± 0.4024 g, *n* = 8, *p* = .0431, two‐tailed unpaired Student *t*‐test). The brain weights, however, were not significantly different (Figure 1d, control, 0.4361 ± 0.0096 g, *n* = 13, KI, 0.4591 ± 0.0143, *n* = 8, *p* = 0.1811, two‐tailed unpaired Student *t*‐test). H&E staining of brain sections (Figure 1e, BS is shown) revealed no gross abnormalities or gliomas. The KI mice with paralysis however exhibited hemorrhage and tissue injury in the posterior SC (not shown). Thus, prenatal overexpression of PDGFRA along with p53 loss in murine Olig2+ cells does not produce gliomas.

We verified that PDGFRA is indeed overexpressed in the hPDGFRA KI mice using IHC and western blot analyses. We found increased PDGFRA expression in P18 KI mouse brain when compared to control (Figure 2a, BS is shown). Western blot analysis revealed significantly elevated PDGFRA levels in BS, USC, and LSC tissue ((Figure 2b,c, BS, control, 1 ± 0.2740, *n* = 5, KI, 27.7281 ± 4.9400, *n* = 4, *p* = .0005; USC, control, 1 ± 0.2125, *n* = 5, KI, 38.82461 ± 10.0835, *n* = 4, *p* = .0037; LSC, control, 1 ± 0.2070, *n* = 5, KI, 42.6288 ± 14.0615, *n* = 4, *p* = .0119, all using two‐tailed unpaired Student *t*‐test). We further confirmed successful activation of the PDGFRA signaling pathway in cultured BS progenitors from hPDGFRA^fl/fl^ mice treated in vitro with RCAS‐Cre virus and PDGF‐AA ligand (Figure 2d,e). We found significant increases in the levels of total PDGFRA (control, 1 ± 0.31670, *n* = 5, KI, 145.5661 ± 28.9251, *n* = 6, *p* = .0014, two‐tailed unpaired Student *t*‐test) and pPDGFRA (control, 1 ± 0.0473, *n* = 5, KI, 3.8570 ± 0.7691, *n* = 6, *p* = .0084, two‐tailed unpaired Student *t*‐test) in RCAS‐Cre relative to RCAS‐Y treated cells. Levels of pAkt and pERK1/2, downstream effectors of PDGFRA, however, remained unchanged (Figure 2f, pAkt, control, 1 ± 0.2959, *n* = 5, KI, 2.6060 ± 0.7646, *n* = 6, *p* = 0.1035; pERK1/2, control, 1 ± 0.1567, *n* = 5, KI, 1.9199 ± 0.4411, *n* = 6, *p* = 0.1035, two‐tailed unpaired Student *t*‐test).

**FIGURE 2:**
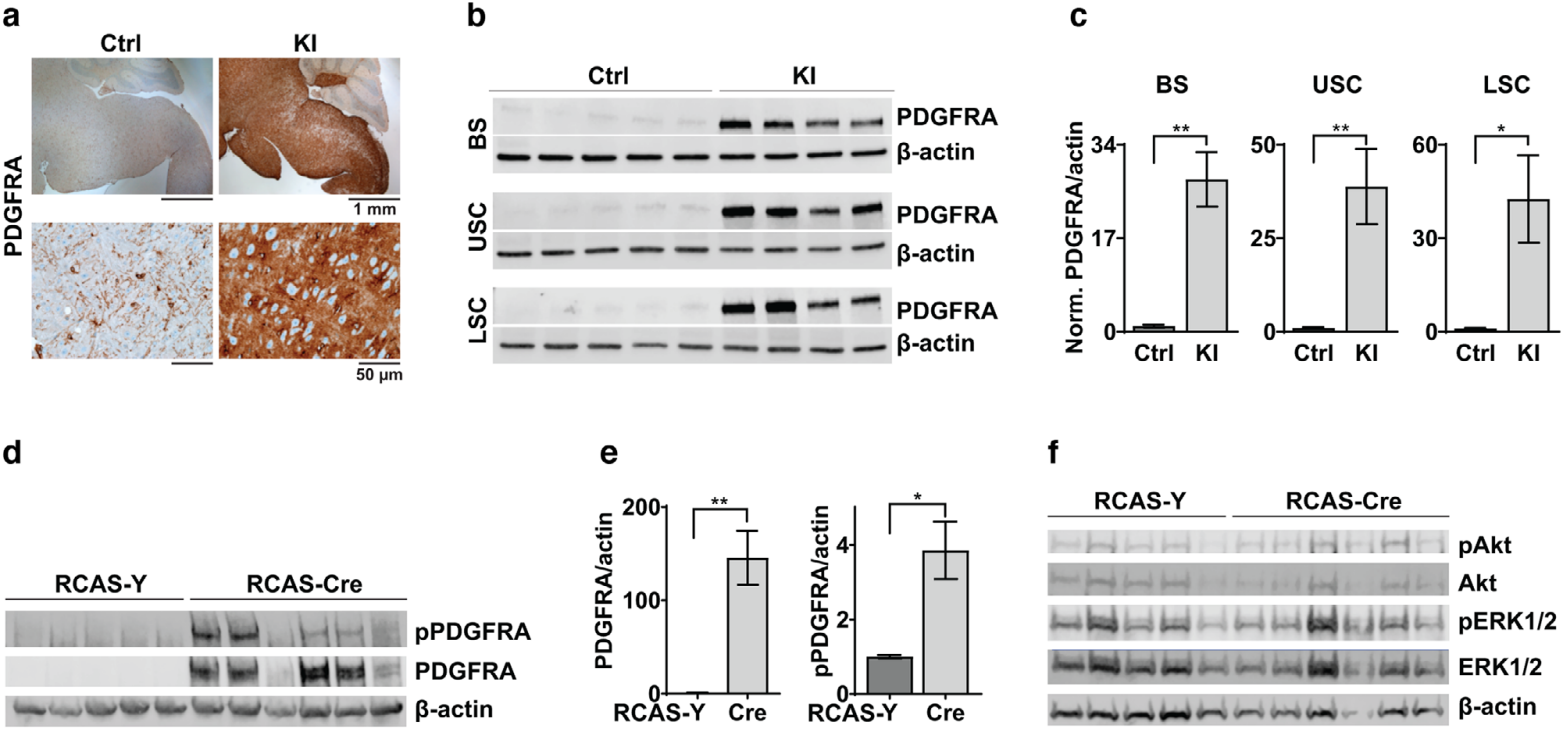
PDGFRA expression is increased in hPDGFRA KI mice. (a) IHC images of PDGFRA expression in BS of P18 Olig2‐Cre; p53^fl/fl^ (Ctrl) and Olig2‐Cre; p53^fl/fl^; PDGFRA^fl/+^ (KI) mice. Images representative of *n* = 4 each for Ctrl and KI. (b,c) Western blot images (b) and quantitation (c) of PDGFRA expression relative to β‐actin in P18 Ctrl (*n* = 5) and KI (*n* = 4) mice. BS, Ctrl 1 ± 0.2740, KI 27.7281 ± 4.9400, *p* = .0005, two‐tailed unpaired Student *t*‐test; upper spinal cord (USC, cervical to mid‐thoracic), Ctrl, 1 ± 0.2125, KI, 38.82461 ± 10.0835, *p* = .0037, two‐tailed unpaired Student *t*‐test; lower spinal cord (LSC, mid‐thoracic to lumbar), Ctrl, 1 ± 0.2070, KI, 42.6288 ± 14.0615, *p* = .0119, two‐tailed unpaired Student *t*‐test. Data are normalized to control. (d,e) Western blot images and quantitation showing expression of PDGFRA and pPDGFRA relative to β‐actin in cultured RCAS‐Y (control, n = 5) and RCAS‐Cre (KI, n = 6) BS progenitor cells. Cells were treated with viruses and PDGF‐AA. PDGFRA/β‐actin, Ctrl, 1 ± 0.31670, KI, 145.5661 ± 28.9251, p = .0014; pPDGFRA/β‐actin, Ctrl, 1 ± 0.0473, KI, 3.8570 ± 0.7691, p = .0084; two‐tailed unpaired Student t‐test. Data are normalized to control values. Error bars represent standard error. (f) Western blot images showing pAkt, Akt, pERK1/2, and ERK1/2 expression in cultured BS progenitors treated as above.

### 3.2 PDGFRA overexpression in prenatal Olig2‐progenitors results in CNS hypomyelination

The tremors and hindlimb paralysis exhibited by hPDGFRA KI mice are reminiscent of symptoms commonly seen in mouse models of hypomyelination (Calver et al., 1998; Dugas et al., 2010; Fruttiger et al., 1999; Suzuki et al., 2012; Zhu et al., 2014). Therefore, we investigated whether hPDGFRA KI mice exhibit myelin deficiencies. IHC analysis revealed a drastic loss of MBP expression in the brain (Figure 3a,b, BS is shown) of P18 hPDGFRA KI mice when compared with control (control, 0.1734 ± 0.0112, *n* = 3, KI, 0.0739 ± 0.0049, *n* = 11, *p* = 8.5566E‐07, two‐tailed unpaired Student *t*‐test). We confirmed this observation with western blot analysis of P19 BS and SC tissue (Figure 3c,d, BS, control, 1 ± 0.1134, *n* = 5, KI, 0.0786 ± 0.0222, *n* = 4, *p* = .0002; USC, control, 1 ± 0.1005, *n* = 5, KI, 0.19841 ± 0.0549, *n* = 4, *p* = .0003; LSC, control, 1 ± 0.1935, *n* = 5, KI, 0.2020 ± 0.0601, *n* = 4, *p* = .0095, all using two‐tailed unpaired Student *t*‐test). Further, qualitative evaluation of LFB‐stained (Carriel et al., 2017) brain tissue sections revealed substantial global hypomyelination in KI mice when compared to control (Figure 3e, BS and cerebellum (CB) are shown). Overall, the above results suggest that prenatal overexpression of hPDGFRA in Olig2‐progenitors leads to CNS hypomyelination in mutant mice.

**FIGURE 3:**
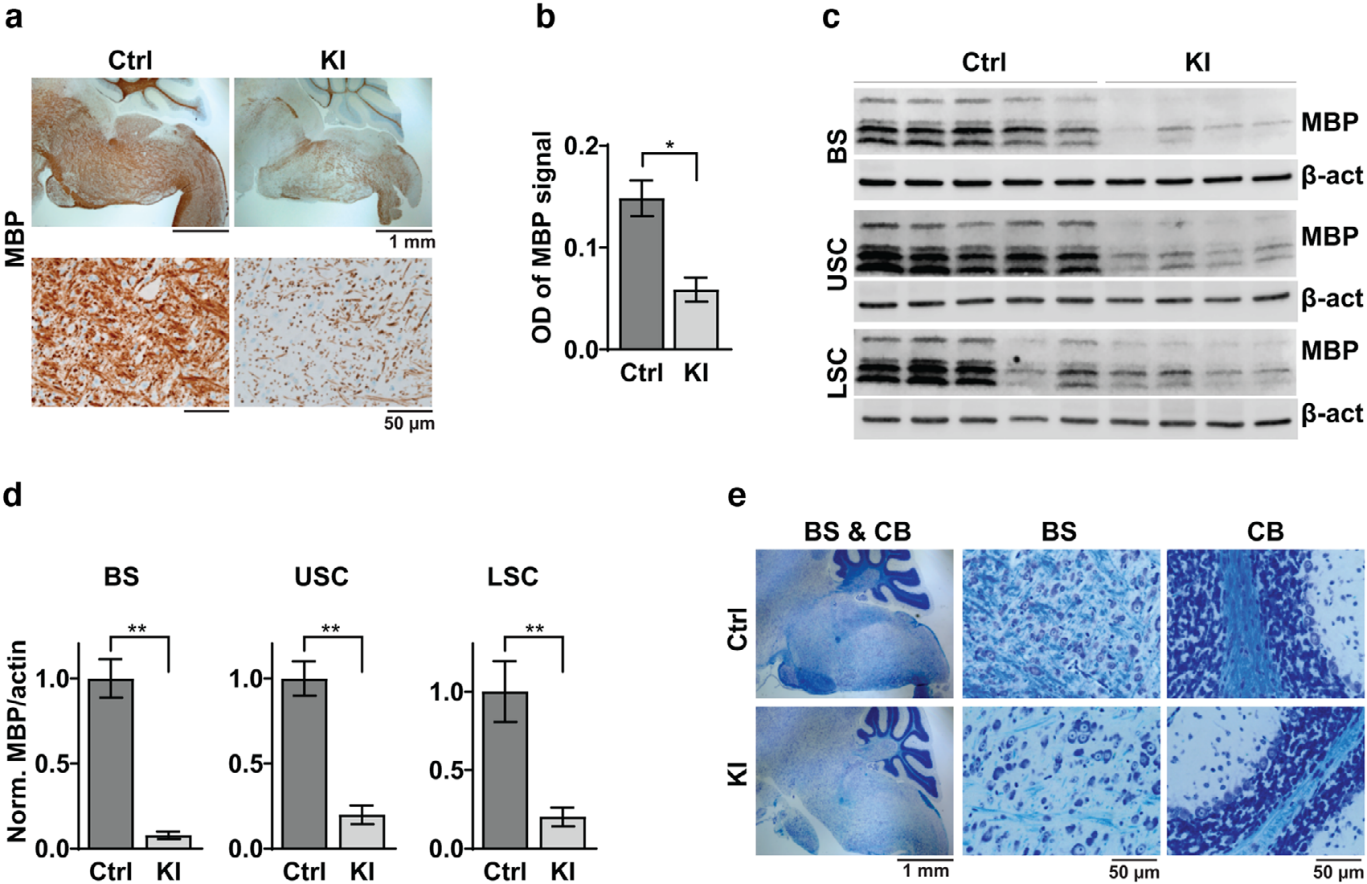
hPDGFRA KI mice exhibit reduced myelination. (a) Representative IHC images showing MBP expression in BS of P18 Olig2‐Cre; p53^fl/fl^ (Ctrl) and Olig2‐Cre; p53^fl/fl^; PDGFRA^fl/+^ (KI) mice. (b) Average optical density (OD) of MBP signal in the BS of Ctrl (0.1734 ± 0.0112, *n* = 3) and KI (0.0739 ± 0.0049, *n* = 11) mice. *p* = 8.5566E‐07, two‐tailed unpaired Student *t*‐test. (c,d) Western blot images (c) and quantitation (d) of MBP expression relative to β‐actin P19 Ctrl (*n* = 5) and KI (*n* = 4) mice. BS, Ctrl, 1 ± 0.1134, KI, 0.0786 ± 0.0222, *p* = .0002; USC, Ctrl, 1 ± 0.1005, KI, 0.19841 ± 0.0549, *p* = .0003; LSC, Ctrl, 1 ± 0.1935, KI, 0.2020 ± 0.0601, *p* = .0095; all using two‐tailed unpaired Student *t*‐test. Data are normalized to control. Error bars represent standard errors. (e) LFB stained images of P20 Ctrl and P19 KI mouse BS and cerebellum (CB). Images representative of *n* = 4 each for Ctrl and KI

### 3.3 PDGFRA overexpression decreases oligodendroglial and myelination gene signatures

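The RNA-seq data comprised 8 brainstem (BS) libraries, 4 from KI mice, which carry human PDGFRA in the Rosa26 locus and lack p53 in Olig2-progenitors, and 4 from control mice, which lack p53 alone. The sample labels give the age as P19 and the methods as P18/P19. The authors aligned paired-end reads to the mm10 genome, counted them per Ensembl gene without regard to strand, and divided each library's counts by its DESeq2 size factor. The deposited values were these normalized counts, and 100% of them came out as whole reads, within a tolerance of 0.01 reads, when that division was undone. The recovered reads summed to 24816146 to 27716846 per control library (median 26739067) and to 21492789 to 24458589 per KI library (median 22459666), so that each KI library was shallower than each control library. Genes with a mean normalized count under 10 over the 8 libraries were left out, as in the methods. The other 15123 genes were compared between KI and control mice with limma on log2(normalized count + 1), with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. Log2 fold changes on this scale understate the change of genes with low counts. On simulated counts for these 15123 genes, the same steps recovered 92 of 100 genes changed 3-fold and 47 of 100 genes changed 1.5-fold, with 5 false calls among 144. The counts were drawn for each gene independently, without effects shared across a library, so these rates may not hold for the real libraries. Without strand, reads over exons shared by a gene and an antisense neighbor cannot be told apart. Under the counting settings in the methods such reads were counted for neither gene. Libraries also differed in sex and dissection markers. Xist, the RNA that silences an X chromosome in female cells, stood at 4155, 7792 and 8943 normalized counts in control replicates 2 and 3 and KI replicate 4 and at 43.9 or less in the other five libraries. Ttr, the transthyretin gene of the choroid plexus, stood at 44.9 in control replicate 4 and 237 in KI replicate 3, and otherwise at 60505 to 97274 in the control and 14985 to 33888 in the KI libraries.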

To identify the molecular changes accompanying hypomyelination in mice overexpressing hPDGFRA, we performed RNA‐seq analysis of BS tissue derived from P19 Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ and Olig2‐Cre; p53^fl/fl^ mice. Using a false discovery rate (FDR) of ≤0.05, we identified >5000 significantly differentially expressed genes in the hPDGFRA KI mice, >2600 of which were significantly downregulated. 

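Genes of the OL lineage led the decreases in the KI mice. Matn4, Neu4, Susd5, Vcan and Cspg4, all on a list of OPC markers, and Gpr17, a receptor of newly formed OLs, were among the 10 largest decreases, with log2 fold changes of -3.69, -3.62, -2.84, -2.12, -2.12 and -3.31. The other four were Snx22 (-2.41), Casr, the calcium-sensing receptor (-2.32), Chst3, a chondroitin sulfotransferase (-2.11), and Sox10. The largest increase, a log2 fold change of 2.52, was that of Gt(ROSA)26Sor, the noncoding RNA of the locus that holds the insertion. The next were Capn11 (1.89), Fam227b (1.86), Galnt15 (1.74), S100a9 (1.64), Gli1, a transcription factor of hedgehog signaling (1.57), Celrr (1.42), Ucp3, a mitochondrial uncoupling protein (1.42), Slc2a4, the insulin-responsive glucose transporter (1.41) and Nat1 (1.38). These 20 genes were the largest changes, predicted genes left out, among those with a mean normalized count of 50 or more and all 4 KI libraries on one side of all 4 controls, and their adjusted p-values from limma ranged from 0.00367 to 0.0354. In all, 3685 of the 15123 genes changed, 1811 of them higher and 1874 lower in the KI mice. Of these, 353 changed by a log2 fold change of 1 or more, 97 higher and 256 lower. The authors' deposited table also calls 3638 of the 3685 genes, each in the same direction. The count of changed genes rested on single libraries, at 2317, 888 and 1872 without control replicates 1, 2 and 3 and at 2200, 1001 and 2279 without KI replicates 1, 2 and 3, while it was 5296 without KI replicate 4 and 2210 with log2 Xist as a covariate. It was 1836 without control replicate 4 and KI replicate 3, the libraries low in Ttr, 1910 with libraries low in Xist alone, and 2762 after a correction for GC content and transcript length, alternatives chosen after the data were seen. After that correction the count ranged from 0 to 4958 with 1 library left out. With the replicate numbers as a block, an alternative set beforehand, it was 0, though these numbers mark no stated pairs.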

Importantly, several OL lineage markers were downregulated in the KI mice as shown in Table 1, consistent with the myelination defects described in Figure 3. 

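All 11 OL lineage genes of Table 1 had a lower mean in KI than in control mice, and 7 of them fell past the threshold in limma. Cspg4, which encodes the OPC proteoglycan NG2 and lies on chromosome 9 from 56865103 to 56899870 (mm10), fell from 790 ± 45.9 normalized counts (SD, n = 4 mice) to 211 ± 148 (SD, n = 4), a log2 fold change of -2.12 (standard error 0.355, adjusted p = 0.00924 from limma). Sox10, a transcription factor of the whole lineage, fell from 4221 ± 533 to 1265 ± 1145 (SD, n = 4 each), with a log2 fold change of -2.10 and an adjusted p of 0.0160 from limma. The log2 fold change was -1.12 for Olig1, -1.70 for Myrf, the regulator of myelin genes, -1.65 for the myelin enzyme gene Cnp and -1.38 for the myelin glycoprotein gene Mog, with adjusted p-values of 0.0122 to 0.0247 from limma. Olig2 was the other. Nkx2-2 (-0.86, adjusted p = 0.0553), Mobp (-0.82, adjusted p = 0.0785) and Mbp (-0.48, adjusted p = 0.270) did not pass limma's test. Adjusted over the list alone, 10 of the 11 passed, which is not independent evidence, since the study reports the list from these same samples and does not state how it was chosen. The controls spanned 727 to 828 normalized counts of Cspg4 and the KI libraries 106 to 430, KI replicate 4 being the highest. Of the 16 genes of Table 1, 8 passed, against 2 without control replicate 2 or without KI replicate 2 and 13 without KI replicate 4; Cspg4 and Olig1 passed in each fit with 1 library left out. Olig1, Cnp and Nkx2-2 have antisense neighbors, Gm15966, Dnajc7 and Nkx2-2os, and reads over exons shared with these were counted for neither gene.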

GSEA revealed decreased representation of OL differentiation (Figure 4a) and myelination (Figure 4b) gene signatures in the KI mice. 

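Myelin genes and activators of OL differentiation were lower in the KI mice. Of 38 myelin and mature OL genes, 20 fell and none rose (31 lower when adjusted over the list alone), and the median log2 fold change was -1.13. Adamts4, a matrix protease gene, fell by 1.80 and Mag, the myelin-associated glycoprotein gene, by 1.77 on the log2 scale (adjusted p = 0.0136 and 0.0189 from limma). Of 20 OL differentiation activators, 13 fell and 1 rose (17 lower and 1 higher when adjusted over the list alone), with a median of -0.84. Sox8 fell by 1.01, the kinase gene Fyn by 0.77 and the chromatin remodeler gene Smarca4 by 0.39, while the zinc finger gene Zfp24 rose by 0.38. Of 12 genes that inhibit OL differentiation, 3 fell and 1 rose (4 lower and 3 higher when adjusted over the list alone). The 3 were Gpr17, Bmp4 (-1.87) and the Notch target Hes5 (-0.94), of which Gpr17 and Bmp4 are also markers of newly formed OLs, and the one that rose was Id2 (0.30). Of 12 markers of newly formed OLs, 11 fell and none rose (11 lower when adjusted over the list alone), with a median of -1.16, and among them Tmem163 fell by 0.95 and Tmem2 by 1.04. With camera from limma at a preset correlation of 0.01, the myelin list (adjusted p = 2.73e-09), the activators (adjusted p = 3.73e-06) and the newly formed OL markers (adjusted p = 9.41e-06) were lower than other genes. The inhibitors did not pass camera from limma (adjusted p = 0.870), their median of 0.015 and mean of -0.41 differing in sign. With an estimated correlation no list passed (adjusted p = 0.790 for the first 3 lists), and 13 of the 35 splits of the 8 libraries into 4 and 4 gave at least as many passing lists, 16, as KI against control. Camera passed the myelin list in 27 of these splits, the activators in 26 and the newly formed OL markers in 20, so its calls do not set KI against control apart, and another split gave a larger median than the real one, in absolute value, for the myelin list (1.20) and the activators (0.90). Hes5 did not pass with any 1 library other than KI replicate 4 left out, nor Mag and Gpr17 without control replicate 2 or KI replicate 2, Mag without control replicate 3, Adamts4 without KI replicate 2 or Zfp24 without control replicate 2, nor Hes5, Smarca4, Zfp24 and Id2 after correction for GC content and length. Without control replicate 4 and KI replicate 3, the libraries low in Ttr, 8 myelin genes and 7 newly formed OL markers fell, and 6 myelin genes did with log2 Xist as a covariate, 10 with edgeR and 32 without KI replicate 4.

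**Figure D1:**
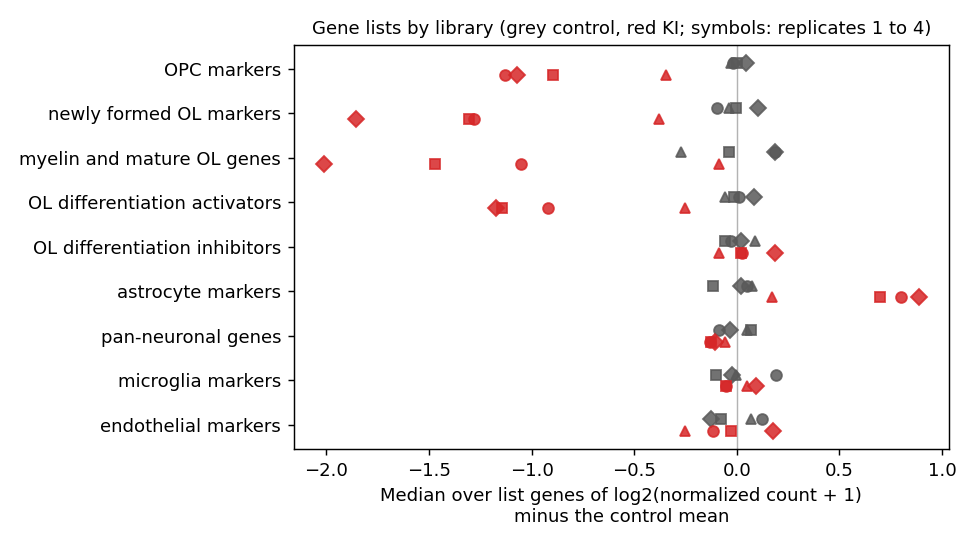
Median over the genes of each list of log2(normalized count + 1) minus the control mean, for the 4 control (grey) and 4 KI (red) libraries, with symbols for replicates 1 to 4. In the myelin list KI replicate 4 lies among the controls, and the other KI libraries lie below them.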

Intriguingly, transcripts for several astrocytic markers were increased (Table 1). 

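Astrocyte genes were higher in the KI mice. Of the 5 astrocyte genes of Table 1, Glul, which encodes glutamine synthetase and lies on chromosome 1 from 153899928 to 153909723 (mm10), rose from 30058 ± 4372 to 54303 ± 20021 normalized counts (SD, n = 4 mice each), a log2 fold change of 0.79 (standard error 0.244, adjusted p = 0.0438 from limma). The values were 0.48 for Sox9 (adjusted p = 0.0715), 0.37 for Apoe (adjusted p = 0.0791), 0.47 for S100b (adjusted p = 0.0774) and 0.53 for Gfap (adjusted p = 0.359), none of which passed limma's test. Adjusted over the list alone 4 of the 5 passed, which is not independent evidence, since the study reports the list from these same samples and does not state how it was chosen. Of a longer list of 36 astrocyte markers, 25 rose and none fell (30 higher when adjusted over the list alone), with a median log2 fold change of 0.65. Ppp1r3c, a regulator of glycogen storage, rose by 0.78, the zinc transporter gene Slc39a12 by 0.73, the claudin gene Cldn10 by 0.89 and Gja1, the gap junction gene of astrocytes, by 0.70. Reads over exons that Glul shares with the antisense Teddm2 were counted for neither gene. Mfge8 had the lowest value of the list, -0.28 (adjusted p = 0.247 from limma). Of 32 genes of reactive astrocytes only Srgn rose (0.67, adjusted p = 0.0172 from limma) and none fell, with none passing when adjusted over the list alone. Camera from limma called the 36 markers higher (adjusted p = 2.83e-09), as it did the Table 1 genes (adjusted p = 0.0422) and the reactive genes (adjusted p = 0.0443). These calls were lost with an estimated correlation (adjusted p = 0.790, 0.790 and 0.883), and camera passed the 3 lists in 29, 10 and 25 of the 35 splits, so it does not set KI against control apart. Those of the Table 1 and reactive genes also ended without control replicates 2 or 4 or KI replicate 1, and that of the reactive genes after correction for GC content and length. Glul did not pass without control replicates 1, 2 or 3, without KI replicates 1, 2 or 3, without the low-count filter, with the replicate block, with log2 Xist as a covariate, after correction for GC content and length, on libraries low in Xist or without control replicate 4 and KI replicate 3, the libraries low in Ttr, nor Cldn10, Gja1 and Srgn without control replicate 2 or KI replicate 2, and without the libraries low in Ttr 10 of the 36 markers rose and Mfge8 fell (-0.37).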

Since astrocytic markers are few and not highly specific to astrocytes, we performed GSEA using gene lists comparing astrocytes with other cell types in the brain (Zhang et al., 2014). This analysis revealed positive enrichment of astrocytic signatures relative to several other cell types in the KI mice (Table 2). 

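Relative to markers of most other brain cell types, astrocyte markers were higher in the KI mice. A score per library, the mean of centred log2 CPM over the 36 astrocyte markers minus that over another cell type's genes, was higher in KI than in control mice by 1.83 against 12 newly formed OL markers and by 1.74 against 21 OPC markers. It was higher by 0.64 against 22 pan-neuronal genes, by 0.54 against 24 microglia markers and by 0.59 against 19 endothelial markers. In each of these 5 contrasts all 4 KI libraries lay above all 4 control libraries (two-sided exact permutation test, p = 0.0286, the smallest that 70 labelings allow, adjusted p = 0.0343 over 6 contrasts). All 6 contrasts use the same astrocyte score of each library, so the 5 that passed are not independent results. Against 38 myelin and mature OL genes the score was higher by 1.68 in the KI mice, but KI replicate 4, at -0.59, lay below control replicate 4, at -0.45, and the contrast did not pass (exact permutation test, adjusted p = 0.0571). In the contrast with microglia KI replicate 4 was at -0.21, just above the highest control at -0.22, and the other KI libraries were at 0.39 to 0.46; that contrast did not pass with DESeq2 size factors or without the genes of Table 1 (exact permutation test, adjusted p = 0.0571). Against OPC markers the mean score was 0.87 ± 0.88 (SD, n = 4) in KI and -0.87 ± 0.075 (SD, n = 4) in control mice.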

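Pdgfra, on chromosome 5 from 75152290 to 75198204 (mm10), stood at 11437, 9706, 8939 and 3269 normalized counts in KI replicates 1 to 4 and at 2565 to 3087 in the control libraries. The log2 fold change was 1.38 (standard error 0.335, adjusted p = 0.0204 from limma, n = 4 mice each). The insertion holds the human gene, whose reads can align to mouse Pdgfra where the sequences are alike, so the counts do not separate the 2 genes. Gt(ROSA)26Sor, on chromosome 6 from 113070398 to 113077244, lies at the insertion and stood at 603, 605, 573 and 328 in the KI libraries against 82.9 to 93.9 in the controls (standard error 0.191 on the log2 scale, adjusted p = 0.00367 from limma). Its exons overlap those of Thumpd3 on the other strand, and those of Pdgfra overlap Gm42802 and Gm42803. Of 7 PDGF ligands and receptors, 2 rose, Pdgfra and Pdgfd (0.33), and 3 fell, with the same counts when adjusted over the list alone. The ligand genes Pdgfa, Pdgfb and Pdgfc fell by 0.24, 0.34 and 0.32 on the log2 scale (adjusted p = 0.0348, 0.0275 and 0.0241 from limma). Of 15 feedback targets of the ERK pathway, Spry2 (0.53) and Spred1 (0.56) rose, while Phlda1 (-0.99) and Ccnd1 (-0.81) were among the 3 that fell, Spry1 (-0.50) being the other (3 higher and 3 lower when adjusted over the list alone). The list as a whole did not pass camera from limma (adjusted p = 0.745). The adjusted p of Pdgfra was 0.0507 and 0.0598 without control replicates 1 and 2, 0.0537 and 0.0662 without KI replicates 1 and 2, and 4.1e-05 without KI replicate 4. Pdgfa, Pdgfb, Pdgfc and Ccnd1 did not pass without control replicates 1, 2 or 3 or without KI replicate 2, and none of the 7 PDGF genes did without the 2 libraries low in Ttr.

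**Figure D2:**
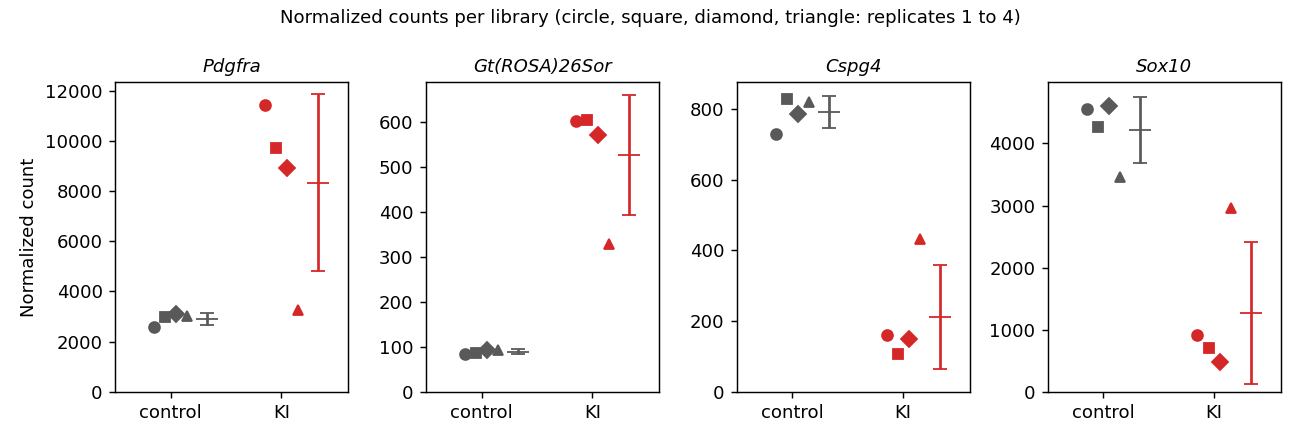
Normalized counts of Pdgfra, Gt(ROSA)26Sor, Cspg4 and Sox10 in each library, with symbols for replicates 1 to 4 of the control (grey) and KI (red) mice; bars show the mean and SD of 4. KI replicate 4, at 3269 for Pdgfra and 328 for Gt(ROSA)26Sor, lies nearest to the controls in each panel.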

We also observed approximately a three‐fold increase in *PDGFRA* transcript levels in the KI mice compared to control (KI, 8337, *n* = 4, control, 2907, *n* = 4, *p* = .0004, FDR adjusted). We also aligned the FASTQ files to the human genome and found hPDGFRA expression in the KI samples but not in the controls (exon 22, KI, 674, *n* = 4, control, 36, *n* = 4, *p* = .04, two‐tailed unpaired Student *t*‐test). These data validate the hPDGFRA KI mice, along with the IHC and western blot results shown in Figure 2. Thus, PDGFRA overexpression in prenatal Olig2‐progenitors decreases OL lineage and myelination gene signatures, and enriches astrocytic gene signatures.

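Microglia, endothelial and pan-neuronal genes did not pass as lists. Of 24 microglia markers, Cd53 rose (log2 fold change 0.56, adjusted p = 0.0105 from limma) and Sall1 fell (-0.57, adjusted p = 0.0187 from limma), the same counts as when adjusted over the list alone. Of 19 endothelial markers, the receptor genes Kdr (-0.44) and Tie1 (-0.40) fell and none rose, with none passing when adjusted over the list alone, while without KI replicate 4, 6 rose and 2 fell. Of 22 pan-neuronal genes, 2 rose, Snap25 (0.42) and Map2 (0.67), and 3 fell, Syn1 (-0.36) and Scn8a (-0.27) among them (2 higher and 5 lower when adjusted over the list alone). None of these 3 lists passed camera from limma (adjusted p = 0.914, 0.745 and 0.416). Of 9 choroid plexus markers none passed (median log2 fold change -1.45, adjusted p = 0.238 from camera in limma), while without control replicate 4 and KI replicate 3, a fit chosen after the data were seen, limma called 8 of them lower, with a median of -1.72. Of 16 genes of the node of Ranvier and of axon-glia contact, Tnr, Nfasc, Cntn2 (-0.91) and Scn8a fell and Kcnq3 (0.27) rose (4 lower and 1 higher when adjusted over the list alone), and camera from limma did not call the list (adjusted p = 0.326). Tnr, which OL lineage cells secrete, fell by 1.69, and Nfasc, which has glial and neuronal forms, by 1.57 on the log2 scale (adjusted p = 0.00924 and 0.0106 from limma). Correction for GC content and transcript length, chosen after the data were seen, ended the calls of Cd53, Sall1, Kdr, Tie1, Syn1, Scn8a and Cntn2. Without control replicate 2 or without KI replicate 2, Sall1, Kdr, Tie1, Snap25, Map2, Syn1, Scn8a and Cntn2 did not pass, and some of these did not without another library either. From the lower OL lineage markers and the lower OL differentiation and myelination signatures, with the higher astrocytic markers and signatures, the paper concludes that overexpression of PDGFRA in prenatal Olig2-progenitors decreases the former and enriches the latter.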

**TABLE 1:** List of differentially expressed markers of oligodendroglial and astrocytic lineages in hPDGFRA KI mice compared to control

Cell type	Gene name	Log2 fold change	FDR Adj. *p*‐value
OL lineage	*CSPG4/NG2*	−1.13	.0003*
	*OLIG1*	−0.81	.0025*
	*OLIG2*	−0.86	.0051*
	*SOX10*	−0.80	.0140*
	*NKX2.2*	−0.60	.0188*
	*MYRF*	−0.81	.0121*
	*CNP*	−0.74	.0244*
	*MOG*	−0.71	.0272*
	*MOBP*	−0.54	.0569
	*PLP1*	−0.57	.0745
	*MBP*	−0.32	.3049
Astrocytes	*GLUL*	0.72	.0019*
	*SOX9*	0.47	.0086*
	*APOE*	0.36	.0203*
	*S100β*	0.41	.0296*
	*GFAP*	0.32	.3715

RNA‐seq data from BS of P18/P19 Olig2‐Cre; p53^fl/fl^; PDGFRA^fl/+^ (*n* = 4) and Olig2‐Cre; p53^fl/fl^ (*n* = 4) mice.

* *p* < .05.

**FIGURE 4:**
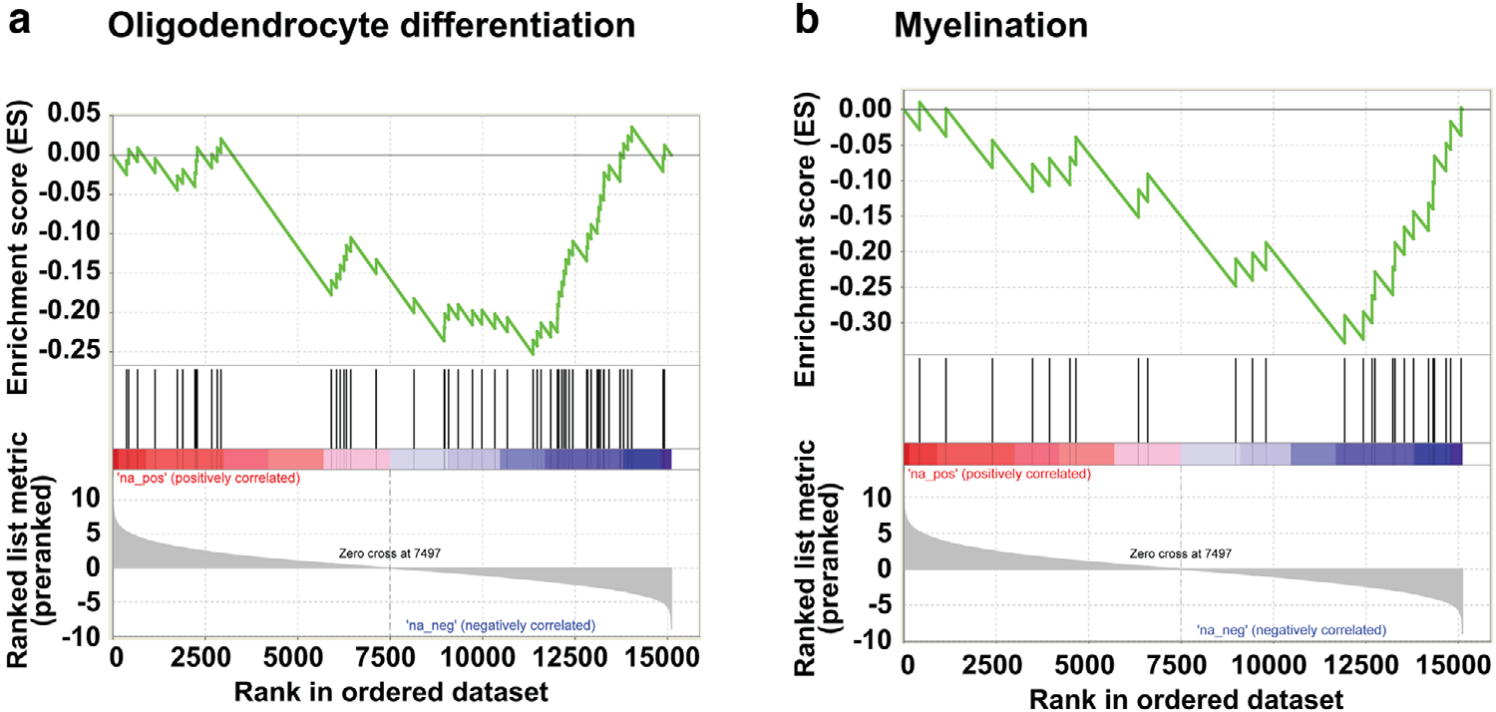
Oligodendrocyte and myelination signatures are reduced in hPDGFRA KI mice. (a,b) GSEA plots showing decreased representation of OL differentiation (a) and myelination (b) gene signatures in P19 Olig2‐Cre; p53^fl/fl^; PDGFRA^fl/+^ (*n* = 4) mice when compared with Olig2‐Cre; p53^fl/fl^ (*n* = 4) mice

**TABLE 2:** Astrocytic gene signatures are enriched relative to other cell types in hPDGFRA KI mice

Astrocyte vs.	Size	ES	NES	NOM *p*‐val	FDR *q*‐val	FWER *p*‐val
Newly formed OL	462	0.266086	6.631515	0	0	0
Myelinating OL	453	0.224306	5.620024	0	0	0
OPC	460	0.22091	5.39882	0	0	0
Neuron	466	0.251861	6.300609	0	0	0
Microglia	466	0.202658	5.059472	0	0	0
Endothelial	453	0.201959	4.962529	0	0	0

Abbreviations: ES, enrichment score; FDR, false discovery rate; FWER, family wise error rate; NES, normalized enrichment score; NOM, nominal.

RNA‐seq data from BS of P18/P19 Olig2‐Cre; p53^fl/fl^; PDGFRA^fl/+^ (*n* = 4) and Olig2‐Cre; p53^fl/fl^ (*n* = 4) mice. “0” indicates value <.01.

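Most OPC markers were lower in the KI mice. Of 21 such genes, 13 fell and none rose (14 lower when adjusted over the list alone), and the median log2 fold change was -0.83. Olig2, on chromosome 16 from 91225549 to 91228677 (mm10), fell from 2386 ± 157 to 954 ± 569 normalized counts (SD, n = 4 mice each), a log2 fold change of -1.49 (standard error 0.322, adjusted p = 0.0151 from limma), and stood at 751, 807, 478 and 1780 in KI replicates 1 to 4. Cacng4, an auxiliary calcium channel subunit gene, fell by 1.01 and Megf11 by 0.48 on the log2 scale (adjusted p = 0.0140 and 0.0131 from limma). Ptprz1, a receptor phosphatase gene of OPCs and astrocytes, had the largest value in the other direction, 0.41, and did not pass (adjusted p = 0.193 from limma). Sox2, a transcription factor of neural progenitors, which astrocytes also express, was 589 ± 55.4 in control and 737 ± 79.8 in KI mice (SD, n = 4), a log2 fold change of 0.32 (standard error 0.101, adjusted p = 0.0452 from limma). Camera from limma called the OPC markers lower (adjusted p = 1.41e-05), a call lost with an estimated correlation (adjusted p = 0.790) and made in 21 of the 35 splits, of which another gave a larger median in absolute value (0.86). Sox2 did not pass without control replicates 1, 2 or 3, without KI replicates 1, 2 or 3 or after correction for GC content and length, and Olig2 and Cacng4 did not without control replicate 2 or KI replicate 2, nor Megf11 without control replicate 2. Of the list, 6 OPC markers fell without control replicate 4 and KI replicate 3, the libraries low in Ttr, and without KI replicate 4, 16 fell and Ptprz1 rose (0.58).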

The significant decrease in transcript levels of important OPC genes such as Olig2, NG2, and Sox2 (Table 1) suggests a reduction in the OPC population in the hPDGFRA KI mice. We confirmed this using IHC analysis. We found a significant reduction in the expression level of two commonly used OPC markers Olig2 (Nishiyama et al., 1999) (Figure 5a,b, control, 52.3700 ± 9.4416, *n* = 3, KI, 16.3286 ± 2.7616, *n* = 11, *p* = .0002, two‐tailed unpaired Student *t*‐test) and Sox10 (Figure 5a,c, control, 17.6810 ± 3.8759, *n* = 4, KI, 0.6496 ± 0.4042, *n* = 5, *p* = .0016, two‐tailed unpaired Student *t*‐test) in hPDGFRA KI mice when compared to control. We also observed a reduction in expression of another common OPC marker NG2, although the difference was not statistically significant (Figure 5a,d, control, 0.1072 ± 0.0257, *n* = 4, KI, 0.0398 ± 0.0215, *n* = 4, *p* = .0904, two‐tailed unpaired Student *t*‐test) in the BS and SC (not shown) of P19‐P20 hPDGFRA KI mice. We obtained similar results in SC tissue from hPDGFRA KI mice (not shown). Thus, mice overexpressing hPDGFRA in prenatal Olig2‐progenitors exhibit a significant reduction in the OPC population by weaning age.

**FIGURE 5:**
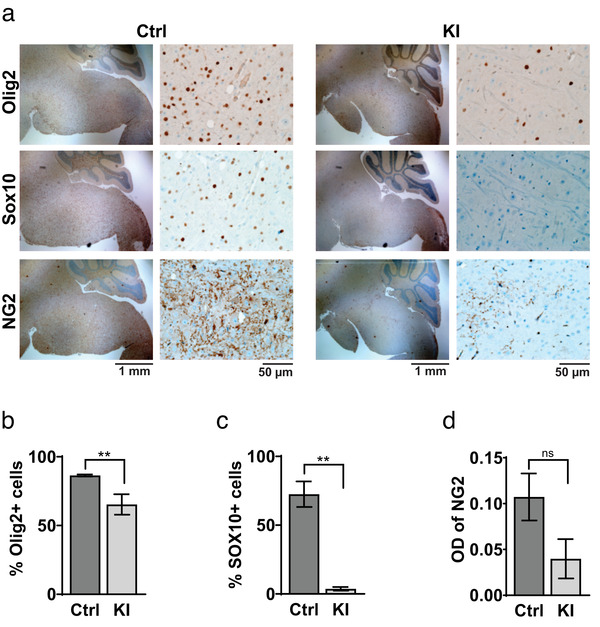
PDGFRA overexpression decreases OPC population. (a) Representative IHC images showing expression of Olig2, Sox10, and NG2 expression in BS of P19‐P20 Olig2‐Cre; p53^fl/fl^ (Ctrl) and Olig2‐Cre; p53^fl/fl^; PDGFRA^fl/+^ (KI) mice. (b–d) Quantification of Olig2, Sox10, and NG2 expression. Olig2, Ctrl, 52.3700 ± 9.4416, *n* = 3, KI, 16.3286 ± 2.7616, *n* = 11, *p* = .0002; Sox10, Ctrl, 17.6810 ± 3.8759, *n* = 4, KI, 0.6496 ± 0.4042, *n* = 5, *p* = .0016; NG2, Ctrl, 0.1072 ± 0.0257, *n* = 4, KI, 0.0398 ± 0.0215, *n* = 4, *p* = .0904; all using two‐tailed unpaired Student *t*‐test. Error bars represent standard errors

### 3.4 Hypomyelination in hPDGFRA KI mice is independent of p53 loss

The above studies were carried out in hPDGFRA KI and control mice that also lack expression of the tumor suppressor p53 because of our initial investigations of glioma formation in these mice. We were interested in examining whether p53 loss was necessary for the development of myelination defects. We generated Olig2‐Cre; hPDGFRA^fl/+^ (KI) mice and compared its phenotype with control hPDGFRA^fl/+^ mice, both in p53 WT backgrounds. The KI mice exhibited ataxia, tremors, and hindlimb paralysis and were euthanized by P21 (Figure 6a, control, mean survival undefined, *n* = 9, KI, 20 ± 0.6071, *n* = 11, *p* = .0010, log‐rank (Mantel–Cox) test). The KI mice were significantly stunted in growth (control, 9.1933 ± 0.4735, *n* = 6, KI, 7.1738 ± 0.2230, *n* = 8, *p* = .0012, two‐tailed unpaired Student *t*‐test), though their brains appeared slightly larger than control (control, 0.4314 ± 0.0104, *n* = 6, KI, 0.5088 ± 0.0041, *n* = 8, *p* = .0011, two‐tailed unpaired Student *t*‐test). We confirmed increased expression of PDGFRA in the BS (Figure 6b) and SC (Figure 6c) of P20‐P21 KI mice relative to control. No gross abnormalities were detected in the brain tissue of KI mice, using H&E staining (not shown), but hemorrhaging was seen in SC tissue, similar to the phenotype observed in Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ mice described earlier. Further, the percentage of Ki67+ cells in BS tissue was not significantly different between control and KI mice at P0 (control, 0.5053 ± 0.1759, *n* = 3, KI, 0.4523 ± 0.2675, *n* = 3; 0.8765, two‐tailed unpaired Student *t*‐test), P10 (control, 9.0707 ± 7.1957, *n* = 3, KI, 2.9860 ± 1.4948, *n* = 3; *p* = 0.4543, two‐tailed unpaired Student *t*‐test), or P19 (control, 0.0230 ± 0.0180, *n* = 3, KI, 0.0417 ± 0.0101, *n* = 3; *p* = 0.4170, two‐tailed unpaired Student *t*‐test), supporting the absence of neoplastic transformation in the hPDGFRA KI mice (Figure S1).

**FIGURE 6:**
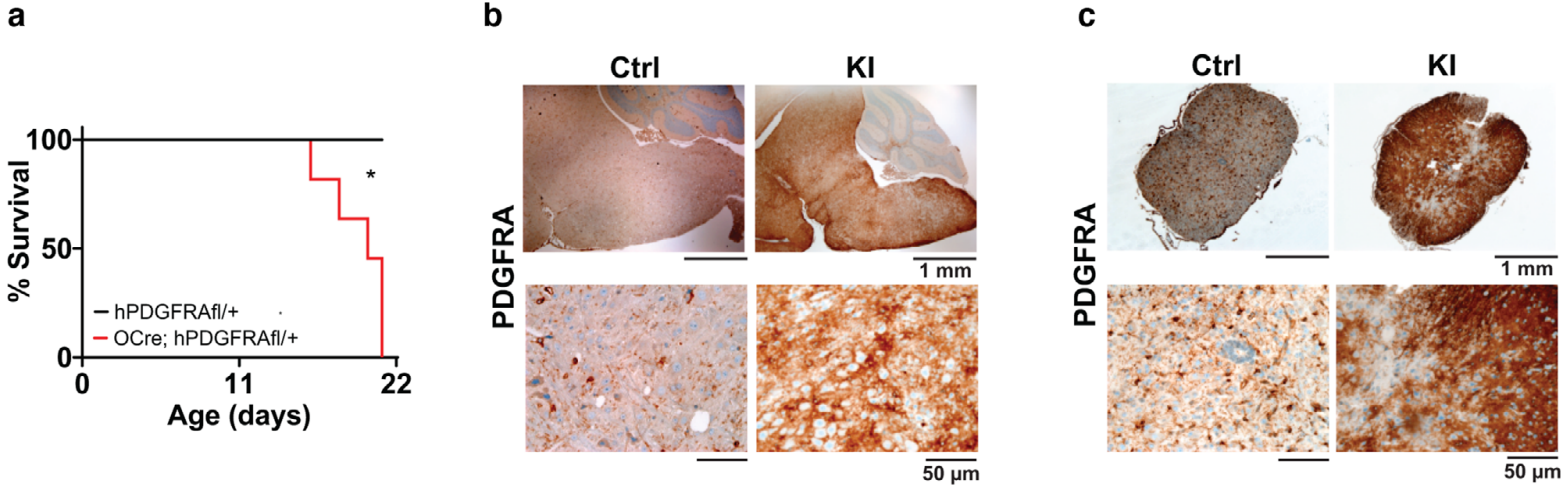
Validation of hPDGFRA KI mice without p53 loss. (a) Kaplan–Meier survival curves of hPDGFRA^fl/+^ (Ctrl, black, median survival undefined, *n* = 9), and Olig2‐Cre; hPDGFRA^fl/+^ (KI, red, 20 ± 0.6071 days, *n* = 11) mice. *p* = 0010, log‐rank (Mantel–Cox) test. (b,c) IHC images of PDGFRA expression in BS (b) and SC (c) of P21 Ctrl and P20 KI mice. Images representative of *n* = 3 each for Ctrl and KI

hPDGFRA KI mice without p53 loss, however, exhibited a significant reduction in the expression of MBP, CNPase, and ASPA, markers of mature myelinating OLs, in P19‐21 KI BS and SC when compared with control (Figure 7a,b and Table 3). This is similar to the loss of myelination markers seen in Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ mice (Figures 3 and 5). MBP and CNPase expression levels were not significantly different between control and KI at P0, but progressively declined with postnatal development in the KI, and were significantly lower than the control at P19–P21 in both the BS and the SC (Table 3). We also observed a similar progressive reduction in Olig2‐expressing cells in the KI BS and SC versus control (Figure 7a,b and Table 3). Thus, hPDGFRA overexpression in prenatal Olig2‐expressing progenitors results in hypomyelination in the brain and SC, with or without p53 loss.

**FIGURE 7:**
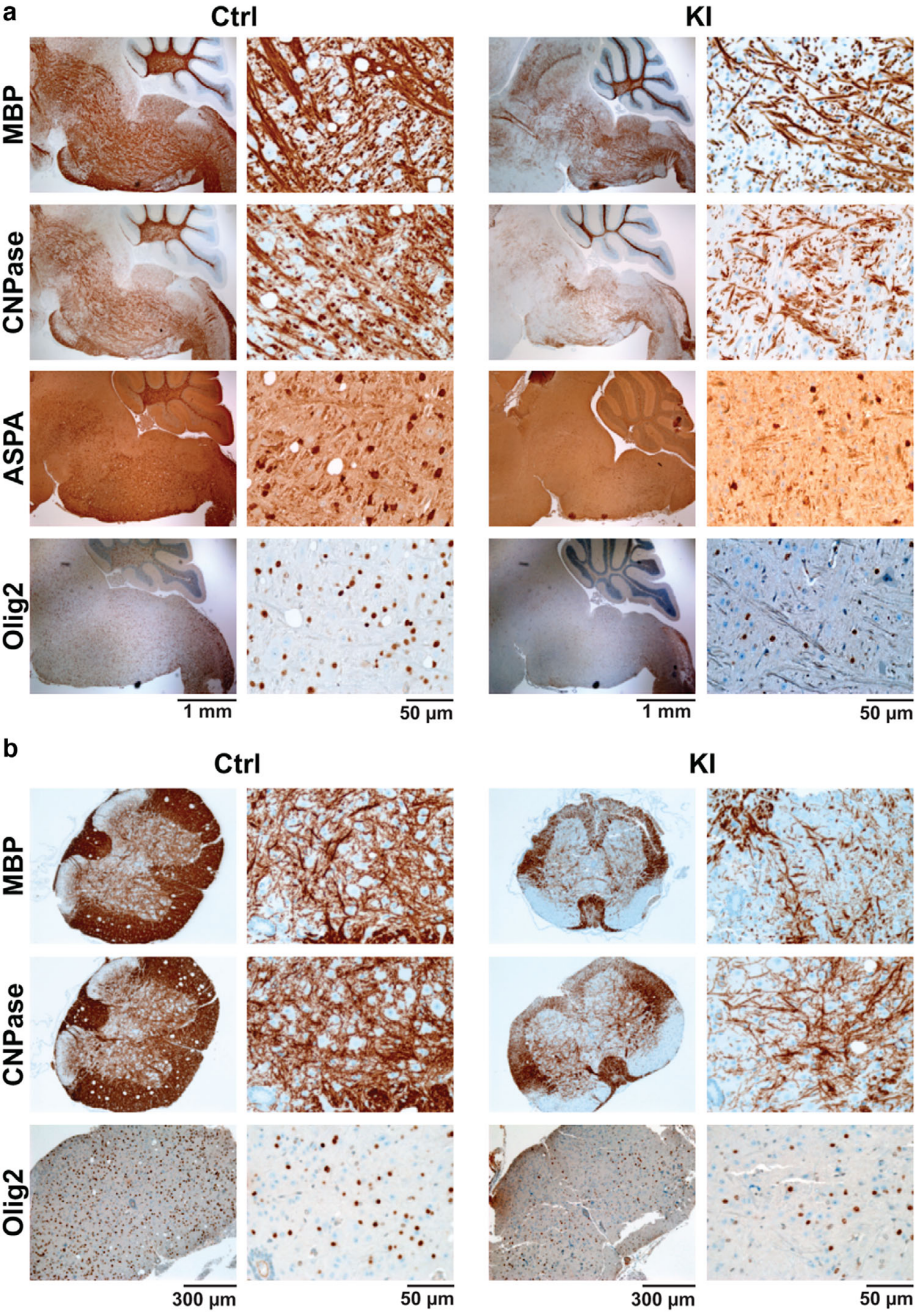
hPDGFRA KI mice exhibit hypomyelination without p53 loss. (a) Representative IHC images of MBP, CNPase, ASPA, and Olig2 expression in the BS of P21 hPDGFRA^fl/+^ (Ctrl) and Olig2‐Cre; hPDGFRA^fl/+^ (KI) mice. (b) IHC images of MBP, CNPase, and Olig2 expression in the USC of P21 Ctrl and KI mice. Quantitation of MBP, CNPase, ASPA, and Olig2 IHC data for BS and SC is provided in Table 3

**TABLE 3:** Expression of OL markers in hPDGFRA KI mice with no p53 loss

	Brainstem			Spinal cord		
Age	Ctrl	KI	*p*‐Value	Ctrl	KI	*p*‐Value
MBP						
P0	0.0202 ± 0.0029 (*n* = 10)	0.0257 ± 0.0037 (*n* = 6)	.2598	0.0013 ± 0.0003 (*n* = 8)	0.0017 ± 0.0008 (*n* = 7)	.6447
P10	0.0541 ± 0.0064 (*n* = 9)	0.0408 ± 0.0035 (*n* = 7)	.1149	0.0171 ± 0.0028 (*n* = 9)	0.0195 ± 0.0034 (*n* = 8)	.5707
P19	0.1734 ± 0.0112 (*n* = 3)	0.0751 ± 0.0049 (*n* = 11)	2.4852 e‐06	0.1968 ± 0.0175 (*n* = 3)	0.0520 ± 0.0069 (*n* = 7)	2.9716 e‐05
CNPase						
P0	0.0362 ± 0.0026 (*n* = 10)	0.0327 ± 0.0031 (*n* = 6)	.4148	0.0133 ± 0.0013 (*n* = 3)	0.0129 ± 0.006 (*n* = 4)	.7476
P10	0.0506 ± 0.0085 (*n* = 9)	0.0391 ± 0.0037 (*n* = 7)	.2830	0.0873 ± 0.0123 (*n* = 8)	0.0469 ± 0.0062 (*n* = 8)	.0110
P19	0.1379 ± 0.0033 (*n* = 3)	0.0546 ± 0.0044 (*n* = 11)	.0091	0.1929 ± 0.0117 (*n* = 3)	0.0620 ± 0.0059 (*n* = 7)	3.417e‐06
ASPA						
P19	81.3960 ± 7.2522 (*n* = 3)	45.4767 ± 6.2821 (*n* = 3)	.0201			
Olig2						
P0	23.1292 ± 7.0806 (*n* = 6)	53.9793 ± 15.4279 (*n* = 6)	.0992	29.5640 ± 5.5861 (*n* = 10)	22.8110 ± 4.6375 (*n* = 5)	.4487
P10	34.7171 ± 4.1461 (*n* = 7)	67.4031 ± 7.2442	.0024	79.6210 ± 2.7749 (*n* = 7)	69.3078 ± 3.2994 (*n* = 6)	.0345
P19	52.3700 ± 9.4416 (*n* = 3)	16.3286 ± 16.3286 (*n* = 11)	.0002	32.9730 ± 6.7569 (*n* = 6)	10.7081 ± 2.5569 (*n* = 9)	.0035

Values represent OD for MBP, CNPase, and ASPA, and percentage positive cells for Olig2, obtained by quantifying IHC images from BS and SC of P0, P10, and P19‐P21 hPDGFRA^fl/+^ (Ctrl) and Olig2‐Cre; hPDGFRA^fl/+^ (KI) mice. *p* values were determined using two‐tailed unpaired Student *t*‐test.

### 3.5 PDGFRA overexpression in prenatal GFAP progenitors leads to hypomyelination

To investigate whether overexpression of hPDGFRA in a wider compartment of cells than OPCs gives rise to hypomyelination, we crossed hPDGFRA^fl/fl^ mice with GFAP‐Cre mice. GFAP‐progenitors are not specific to OPCs, instead give rise to a more diverse lineage of cells including neurons and glia (Semerci & Maletic‐Savatic, 2016). GFAP‐Cre; hPDGFRA^fl/+^ KI mice, but not hPDGFRA^fl/+^ control mice, exhibited ataxia and tremors and were euthanized by P21 (Figure 8a, control, mean survival undefined, *n* = 13, KI, 19 ± 0.2745 days, *n* = 13, *p* = .0001, log‐rank (Mantel–Cox) test). The KI mice developed myelination defects, supported by reduced MBP expression (Figure 8b,c, control, 0.1556 ± 0.0095, *n* = 8, KI, 0.0589 ± 0.0053, *n* = 8, *p* = 3.719E‐07, two‐tailed unpaired Student *t*‐test) and LFB staining (Figure 8d) when compared to control. These findings are similar to those observed with Olig2‐Cre; hPDGFRA^fl/+^ KI mice shown in Figure 7. Thus, prenatal overexpression of WT hPDGFRA in Olig2‐ or GFAP‐expressing progenitors leads to CNS hypomyelination.

**FIGURE 8:**
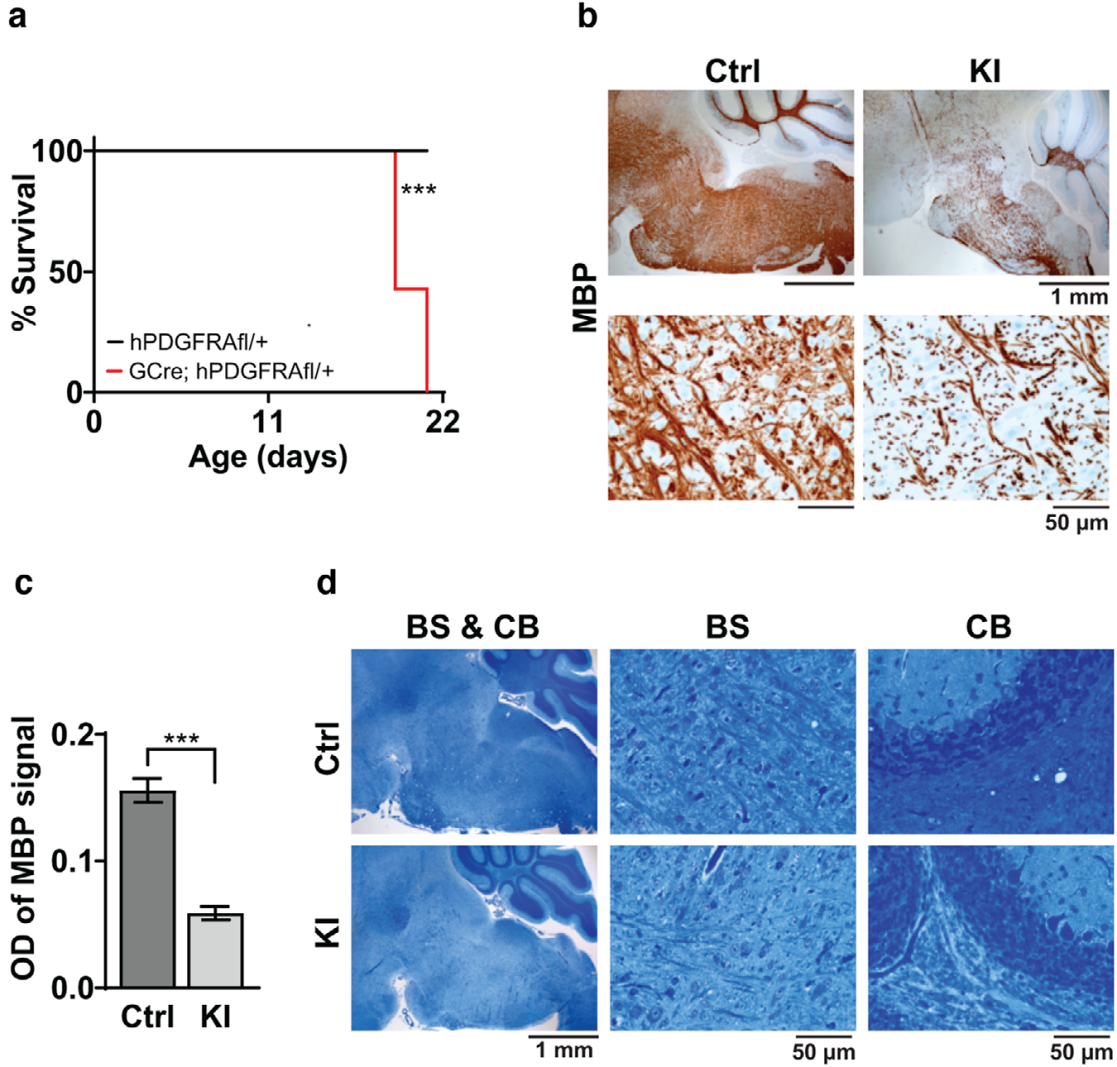
Prenatal overexpression of hPDGFRA in GFAP‐progenitors leads to hypomyelination. (a) Kaplan–Meier survival curves of hPDGFRA^fl/+^ (Ctrl, black, median survival undefined, *n* = 13), and GFAP‐Cre; hPDGFRA^fl/+^ (KI, red, 19 ± 0.2745 days, *n* = 13) mice. *p* = .0001, long‐rank (Mantel–Cox) test. (b,c) IHC images (b) and quantitation (c) of MBP OD in the BS of P19 Ctrl and P20 KI mice. Error bars represent standard errors. (d) LFB stained images of P19 Ctrl and P20 KI mouse BS and CB. Images representative of *n* = 7 each for Ctrl and KI

## 4 DISCUSSION

PDGF signaling promotes OPC maintenance and proliferation, but inhibits OPC differentiation into myelinating OLs (Butt, Hornby, Ibrahim, et al., 1997; Butt, Hornby, Kirvell & Berry, 1997; Ellison & de Vellis, 1994; Hall et al., 1996; Hart et al., 1989; Pringle et al., 1989; Richardson et al., 1988). *PDGFRA* gene copy number variations and amplifying mutations are found in 4–39% of pediatric DMG, whose cell‐of‐origin is thought to be OPCs (Filbin et al., 2018; Lindquist et al., 2016; Nagaraja et al., 2017). However, the in vivo consequences of increased PDGFRA expression in OPCs has not been described before. In this study, we analyzed the consequences of overexpression of WT hPDGFRA in prenatal Olig2‐expressing OPCs. The mutant mice exhibited severe hypomyelination in the brain and SC. Overexpressing hPDGFRA more globally using GFAP‐Cre also resulted in CNS myelination defects. hPDGFRA overexpression with or without p53 loss, however, did not result in tumors. Our results suggest that prenatal hPDGFRA overexpression in glial progenitors leads to defective oligodendroglial development and hypomyelination in the CNS.

We overexpressed hPDGFRA in embryonic Olig2‐ and the more ubiquitously expressed GFAP‐progenitors (Zhuo et al., 2001) using the Rosa26 locus that lacks the endogenous regulatory elements of *hPDGFRA*. We show that the hPDGFRA KI mice exhibit severe hypomyelination in the CNS (Figures 3, 7, and 8), which explains the stunted growth, ataxia, and early mortality seen in the mutant mice. We observed 100% mortality in the hPDGFRA KI mice driven by Olig2‐Cre or GFAP‐Cre by weaning age (Figures 1, 6, and 8). Importantly, total PDGFRA levels were significantly higher in the mutant brain and SC tissue compared with control indicating successful overexpression of hPDGFRA (Figures 2, 6, and 8). We also confirmed PDGFRA phosphorylation in cultured BS progenitors from hPDGFRA^fl/fl^ mice, treated in vitro with RCAS‐Cre and PDGF‐AA (Figure 2). Activation of the PDGFRA effectors Akt and ERK1/2 was not seen, possibly because of the short incubation periods, 5 min (Figure 2) and 10 min (not shown), with the ligand. It is also possible that activation of these molecules is acute and was not captured in western blot analysis.

Examination of the transcriptome revealed reduced OL differentiation and myelination gene signatures in Olig2‐Cre; p53^fl/fl^; hPDGFRA^fl/+^ mouse brains relative to Olig2‐Cre; p53^fl/fl^ control (Figure 4 and Table 1). Consistent with that observation, we found decreased expression of the mature oligodendroglial markers MBP, CNPase, and ASPA in the hPDGFRA KI mouse brain and SC (Figures 3, 7, 8, and Table 3). Defects in myelination were also apparent in LFB stained images of the brain (Figures 3 and 8). Importantly, expression of Olig2 and Sox10, markers of OPCs, appeared normal at P0 and P10 but were significantly reduced by weaning age in the KI brain and SC suggesting a defect in OPC development (Figures 5, 7, and Table 3). The reduction in OPCs could be either due to increased apoptosis as reported for mice overexpressing PDGF‐A (Calver et al., 1998) and/or due to differentiation into other lineages such as astrocytes, which is supported by our RNA‐seq data (Tables 1 and 2). In fact, loss of Olig2 in NG2+ OPCs has been shown to increase differentiation into astrocytes at the expense of OLs (Zuo et al., 2018), and Olig2 deletion converts gliomas from proneural to astrocytic signatures (Lu et al., 2016). Myelination defects were seen in the hPDGFRA KI mice both in the presence and the absence of p53, indicating that the mutational status of p53 does not impact hypomyelination.

Our results are consistent with previous reports suggesting that PDGFRA downregulation is important for OPC differentiation. Conditional deletion of PDGFRA in Olig1+ OPCs leads to decreased OPC proliferation but premature OPC differentiation resulting in hypomyelination, consistent with PDGFRA's dual role in promoting OPC proliferation but inhibiting OPC differentiation (Zhu et al., 2014). Overexpressing the PDGFRA inhibitory transcription factor Nkx2.2 also results in precocious OPC differentiation (Zhu et al., 2014). On the other hand, disrupting the generation of PDGFRA inhibitory factors, such as microRNAs, affects OPC differentiation and myelination (Dugas et al., 2010). Mice that overexpress the PDGF‐A ligand exhibit a transient increase in the embryonic OPC population that returns to baseline levels in postnatal mice (Calver et al., 1998). Both the hPDGFRA KI mice, described here, and PDGF‐A KO mice (Fruttiger et al., 1999) exhibit hypomyelination, which suggests a developmental balancing act where too little or too much of PDGF‐A/PDGFRA signaling is deleterious to OL development. Of note, hypomyelination was not reported in mice overexpressing PDGF‐A (Calver et al., 1998). The authors reported increased OLs in late embryonic and neonatal mutant mice when compared to control, due to increased OPC proliferation, but the OLs return to baseline levels by P6. The lack of myelination defects with PDGF‐A overexpression could be because PDGFRA downregulation and, therefore, normal OPC differentiation into OLs, remains unaffected in these mice. The authors also did not look past P6. In our study, MBP and CNPase levels are not significantly different between control and KI mice at P0 or P10, but only at P19 (Table 3). In addition, unlike the PDGF‐A overexpressing mice that show increased OPCs (PDGFRA+) at embryonic and neonatal stages relative to control, our PDGFRA KI mice do not show increased OPCs (Olig2+) at P0, possibly because PDGF‐A levels are limiting (Calver et al., 1998) and excess PDGFRA does not result in increased OPC proliferation.

PDGFRA expression in the developing mouse CNS is high until approximately P14, corresponding temporally with proliferation and migration of glial progenitors, and then decreases in the adult brain (Yeh et al., 1993). Thus, the progressive myelination defects seen in hPDGFRA KI mice (Table 3) may be attributed to the high level of PDGFRA that is maintained into adulthood, supporting the importance of downregulation of PDGFRA signaling for normal OPC differentiation. It is also possible that hPDGFRA overexpression affects the later stages of myelination such as myelin sheath maintenance instead of OPC differentiation or myelin initiation, as shown for mice lacking FGF receptors in OL‐lineage cells (Furusho et al., 2012). *Fgfr1/Fgfr2* ablation in CNP+ or Olig1+ cells lowers the number of myelin transcription genes in late adulthood, but not in early myelination. The mutant mice have normal sheath initiation but disproportionally thin sheath later in adulthood (Furusho et al., 2012). Further, the continued expression of myelination regulatory genes is important for maintaining sheath integrity post‐initiation, and myelin regulatory factor ablation in mature OLs results in delayed CNS myelination (Koenning et al., 2012). The exact mechanism by which PDGFRA overexpression impacts OL development, including effects on OPC proliferation, differentiation, apoptosis, and myelin sheath maintenance, and PDGFRA's interplay with other growth factors and myelin regulatory genes will be evaluated in future studies.

A surprising finding of our study is that PDGFRA overexpression in embryonic glial progenitors, with or without p53 loss, did not result in tumors. Possible reasons for the lack of gliomas are discussed below. First, Olig2‐Cre and GFAP‐Cre transgenes are activated early in embryonic development (∼ E13.5) (Takebayashi et al., 2002; Zhuo et al., 2001). Sustained high levels of PDGFRA expression driven by these transgenes, in multiple cell types, could induce neurodevelopmental perturbations preventing gliomagenesis in our models. Second, PDGFRA amplification may not be a precipitating event in tumorigenesis, supported by the observation that activating PDGFRA mutations but not WT PDGFRA initiate gliomas in the context of p53 loss in mice (Paugh et al., 2013). The tumorigenic impact of WT PDGFRA may also be context‐dependent as PDGFRA overexpression with *Ink4a/Arf* tumor suppressor deletion promotes gliomagenesis (Liu et al., 2011). PDGF‐A and PDGF‐B, although rarely amplified in the human disease (Paugh et al., 2010; Puget et al., 2012; Zarghooni et al., 2010), consistently induce gliomas in mouse models (Hambardzumyan et al., 2009; Misuraca et al., 2015; Ozawa et al., 2014), even with no accompanying oncogenic mutations (Becher et al., 2010). This discrepancy could be due to the non‐cell autonomous activation of PDGF signaling in endothelial or stromal cells by PDGF ligands, and/or differences in the timing of pathway activation (prenatal vs. neonatal mice). Third, if PDGFRA alterations are a late event in human tumors, they may require earlier founding events to exert tumorigenic effects. Thus, further investigations are needed to determine the potential tumorigenic impact of WT PDGFRA in the context of alternative genetic alterations, cells‐of‐origin, and/or timing of genetic perturbations.

A potential caveat of the Olig2‐Cre driven hPDGFRA KI mouse model is that Olig2‐progenitors in the ventral neuroepithelium first give rise to motor neurons (MNs) (∼ E10‐E13), followed by OPCs (Fu et al., 2002; Takebayashi et al., 2002; Wu et al., 2006), raising the possibility that the hypomyelination in the KI mice is a result of MN abnormalities. We consider this possibility unlikely, given that inspection of H&E stained images did not show gross abnormalities in the MN distribution in the SC. Due to the ubiquity of transgene expression with GFAP‐Cre, and the fact that Olig2‐progenitors also give rise to MNs, future studies could utilize PDGFRA‐Cre mice to overexpress the PDGFRA transgene specifically in OPCs (Fruttiger et al., 1999), and match the spatiotemporal expression patterns of endogenous PDGFRA. It is also possible that prenatal overexpression of PDGFRA, regardless of the promoter used, is deleterious for neurodevelopment. Therefore, an inducible system such as CreER, or CNPase‐Cre, could help activate PDGFRA later in development to examine myelin dysregulation.

In conclusion, prenatal hPDGFRA overexpression in Olig2‐ or GFAP‐expressing progenitors disrupts the normal development of the oligodendroglial lineage, leading to severe CNS hypomyelination. Our PDGFRA KI mice may represent a novel model for investigating hypomyelinating disorders and treatments.

## CONFLICT OF INTEREST

The authors declare no competing financial interests.

## AUTHOR CONTRIBUTIONS

Herminio Joey Cardona, Agila Somasundaram, Donna M. Crabtree, and Oren J. Becher designed research. Herminio Joey Cardona performed experiments and the majority of the data analysis. Samantha L. Gadd performed bioinformatics analysis. Agila Somasundaram, Herminio Joey Cardona, and Donna M. Crabtree wrote the manuscript with input from the other authors. Oren J. Becher edited the manuscript and supervised the project. All authors read and approved the final version of the manuscript.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1002/brb3.2332

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

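RNA-seq of BS from 4 KI and 4 control mice was read from the authors' deposited table of gene values, which holds 1 column per library and 24709 lines for 24081 unique genes; 628 lines repeat a gene and were dropped. The groups were taken from the sample labels, which give the age as P19, and the replicate numbers 1 to 4 mark no stated pairs. Per the notes of the submitters, the authors aligned reads to mm10 with STAR 2.7, counted them with HTSeq without strand and analyzed the counts with DESeq2. The deposited signal of each gene and library is a read count that the authors divided by a DESeq2 size factor, and 100% of the values were whole reads, within a tolerance of 0.01, after the division was undone. The authors' deposited log2 fold changes and their standard errors are shrunken DESeq2 estimates, and the score deposited beside them is the authors' Wald statistic. The authors' deposited p-values come from that statistic, and the adjusted ones are given for genes with a mean of at least 10.0 normalized counts. The authors' fold changes, score and p-values were used only for comparison and not in the tests here.

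Recovered reads per library had a median of 24637368 (21492789 to 27716846). Genes with a mean normalized count of at least 10 were kept, which left 15123. KI and control mice were compared on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, with a trend of variance on expression and Benjamini-Hochberg adjustment at 0.05. limma was chosen because the table holds normalized values. The steps were tested on simulated counts, drawn for each gene independently and without effects shared across a library. EdgeR 4.0.16 and DESeq2 1.42.0 were tested in the same way: edgeR recovered 45 of 100 genes changed 1.5-fold and 92 of 100 changed 3-fold, with 7 false calls among 144, and DESeq2 recovered 62 and 94, with 40 false calls among 196. Gene coordinates are those of GRCm38 (mm10). Where a gene's exons overlap those of a gene on the other strand, the paper's counting settings leave out ambiguous reads. The counts of both genes can then miss reads.

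The genes named were chosen by a rule set before the data were examined, and they number 135, with a few genes that are not reported here left out: the genes the paper names for these data (whose values in its tables had been seen), the 10 largest increases and 10 largest decreases among genes past the threshold with a mean of 50 normalized counts or more and all KI libraries on one side of all controls, and, of each gene list, the 4 members with the smallest p past the threshold and the member furthest in the other direction. Pdgfd, Spry1, Kcnq3 and Hsp90b1 were named besides, after their values were seen, to complete short counts. The 40 gene lists, with 647 entries, were also set then; 645 entries were found in the table, Qki and 9630013A20Rik not, and 39 lists were tested, the mitochondrially encoded genes being listed at 0 in all 8 libraries. Lists were tested with camera from limma at a preset correlation of 0.01, with an estimated correlation, fry, and GSEA by fgsea 1.28.0 with 1000 permutations as alternatives. GSEA gave an adjusted p of 0.00576 for the activators, the myelin, OPC and newly formed OL lists and the astrocyte markers, and 0.606 for the inhibitors. It gave the same 0.00576 for other lists, choroid plexus markers, hindbrain Hox genes and monoamine neuron genes among them. The value therefore does not set the OL and astrocyte lists apart. The astrocyte score used log2 CPM with a prior count of 1 and an exact permutation test over 70 labelings.

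The alternatives set before the data were examined were the DESeq2 Wald test, TMM and upper-quartile normalization, no low-count filter, filterByExpr, limma-voom, pseudocounts of 0.1 and 10, the replicate number as a block, log2 Xist as a covariate, a fold threshold of 1 on the log2 scale and each library left out in turn. Those chosen after seeing the data were edgeR's quasi-likelihood test on the recovered reads, DESeq2 with moderated fold changes under a parametric trend, a local trend or a mean dispersion, a loess correction for GC content and transcript length with a span of 0.3, a fit on libraries low in Xist alone, and a fit without the 2 libraries low in Ttr. Reads aligned to the human genome were not analysed here.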

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

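The tests of a control library under a KI label, of mixed RNA, of GC content and length, of cell loss against other cell types, and of other splits for the counts of changed, higher and lower genes were chosen after the result was seen. KI replicate 4 lay nearest to the controls. A control library under its label is argued against by Gt(ROSA)26Sor, which stood there 3.49 times above the highest control. KI RNA mixed with control RNA in 1 proportion is argued against by the place of KI replicate 4 between the control mean at 0 and the mean of the other KI libraries at 1, which was 0.474 for Gt(ROSA)26Sor but 0.0507 for Pdgfra, a difference of 0.424. The place was 0.552 for Cspg4, 0.358 for Sox10, 0.355 for Olig2 and 0.281 for Mog, each nearer to Gt(ROSA)26Sor than Pdgfra was. The argument therefore rests mainly on Pdgfra in 1 library. A sex effect alike in both genotypes is argued against by OL lineage genes, for which control libraries high and low in Xist differed by a median of 0.11 and KI replicate 4 differed from the other KI libraries by 1.33, a ratio of 0.0845. A weaker or later recombination, or a sex effect in KI mice alone, may account for the pattern and stays open, since KI replicate 4 is the 1 KI library high in Xist.

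Ribosomal protein genes (median 0.48) and nuclear genes of the respiratory chain (median 0.39), which the paper does not discuss, were higher in KI mice. GC content and transcript length as the whole cause are argued against by the medians after correction, 0.38 and 0.24 (SD over members 0.131 and 0.163; at least 0.34 and 0.21 with 1 library left out), each narrowly beyond the largest of the other splits (0.33 and 0.23), though calls among all genes fell to 2762 and camera, which passed these lists in 27 and 28 of the 35 splits before correction and lost them with an estimated correlation (adjusted p = 0.790 from limma), decides nothing. Loss of OL lineage cells, raising all other cell types alike, as the whole cause is argued against by microglia, endothelial and pan-neuronal genes, whose medians lay 0.386, 0.443 and 0.473 below the smaller of the 2 medians (SD over members at most 0.300; 0.232, 0.274 and 0.312 below it after the GC and length correction, with SD 0.210, 0.227 and 0.253), and at least 0.287 below it with 1 library left out. The SD is over genes and not over mice. Astrocyte markers, left out of this comparison, had a median of 0.65, above those of the ribosomal and respiratory lists, so it does not bear on a larger share of astrocytes. A test set earlier, the share of the shift seen in KI replicate 4, which was larger by 0.224 for these lists than for OL lineage lists (0.351 against 0.126), rests on 1 library and decides nothing. Each library's Spearman correlation across genes with transcript length was lower in each KI library (-0.261 to 0.0096) than in each control (0.034 to 0.195). Across genes the log2 fold change correlated at -0.24 with GC content and -0.20 with length. Depth, also lower in each KI library than in each control, and this trend on length are confounded with genotype in all calls. Depth stays open, as do length, GC content and OL cell loss as parts of the cause and a change within other cells.

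Gt(ROSA)26Sor rose in KI mice by 2.52 on the log2 scale, a signal in a gene whose transcript level the paper does not report. Transcripts of the inserted cassette that hold its exons may account for this and were not tested. For an effect on the genes around the locus, 26.7% of 30 genes within 1 Mb changed, against 24.4% of other genes (1-sided Fisher exact test over genes, p = 0.453), so that such an effect cannot be told apart from none with 30 genes.

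Of the 35 splits of the libraries into 4 and 4, 1, the real one, gave as many changed genes (3685, highest other 657), higher genes (1811, highest other 436) and lower genes (1874, highest other 436). This argues against chance for these 3 counts but does not exclude it, since it is the strongest result that 35 splits can give. Nor can it tell genotype from another difference between the groups. Of these splits 1, the real one, gave as many Table 1 markers (8, highest other 0), which decides nothing, since the study reports those markers from the real split and does not state how they were chosen. For the count of gene lists past the threshold, 13 splits gave as many as the 16 of the real one, the highest other giving 24, and chance cannot be excluded.

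Some values stood far from the other 3 of their group, in 18 of 270 groups of gene values and 6 of 78 groups of list values, where chance gives about 5%. In KI replicate 4 these were Gt(ROSA)26Sor (328 normalized counts), Ucp3 (178), Bmp4 (217), Sox8 (1992), Scn8a (8596), Tnr (6456), Fas (59.7), Rpl15 (2411) and Xist (8943). In KI replicate 3 they were Mfge8 (1474), Snap25 (58869), Ddc (341) and Emx2 (72.4), and in KI replicate 2 Megf11 (705). In control replicate 1 they were Casr (163) and Tmem2 (874), and in control replicate 4 Igf2 (2943) and Mvd (1149). Of list medians relative to the control mean they were monoamine neuron genes (-1.61 in KI replicate 3), PDGF ligands and receptors (-0.062 in control replicate 1), p53 targets (0.067 in KI replicate 1), interferon response (0.88 in control replicate 1), choroid plexus markers (-3.79 in control replicate 4) and sex-linked genes (-4.25 in KI replicate 4).

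Further lists passed camera from limma, with median log2 fold changes of 0.37 for reactive astrocyte genes, -0.35 for fibroblast and meningeal markers, -0.997 for monoamine neuron genes, -0.63 for cholesterol synthesis, -0.51 for proliferation, 0.80 for erythrocyte genes and 0.64 for hindbrain Hox genes, and none passed with an estimated correlation or with fry from limma. The calls of fibroblast and meningeal markers, monoamine neuron genes, erythrocyte genes and hindbrain Hox genes also ended without KI replicate 4 (adjusted p = 0.0751, 0.0930, 0.188 and 0.295 from camera in limma), and these and that of the reactive astrocyte genes without some other single libraries.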

How the results depend on the processing

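The fits by edgeR, by DESeq2 with moderated fold changes, after correction for GC content and length, on libraries low in Xist and without the 2 libraries low in Ttr were chosen after the data were seen. Of 105 named genes past the threshold, none reversed in any alternative; 105 passed again with TMM normalization, filterByExpr or pseudocounts of 0.1 and 10, 104 with limma-voom, 103 with upper-quartile normalization, 101 with the DESeq2 Wald test, 96 without the low-count filter, 92 with edgeR, 75 after the GC and length correction, 70 with the Xist covariate and 36 to 103 with 1 library left out. With upper-quartile normalization the median of all genes moved to 0.029 and 56.7% of calls were higher, against 49.1%. Of 1.5-fold changes simulated for each gene independently at the depth of these libraries, 47 of 100 were recovered by limma and 62 by DESeq2 (with 5 false calls among 144 and 40 among 196), and the part that depth plays was not tested. The cause of the changes below was not tested, except that fits with fewer libraries have less power.

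With the replicate block, limma called 0 genes changed, 0 higher and 0 lower (5087 at an unadjusted p under 0.05; the other tools were not run with the block), 0 Table 1 markers and 0 astrocyte score contrasts, whose smallest possible blocked p is 0.125, and Pdgfra was at 1.38 (adjusted p = 0.0578 from limma). The numbers show no sign of pairing: same-numbered libraries correlated at 0.26, -0.12, -0.46 and -0.36, and not every library correlated best with its own number. With 4 libraries per group this cannot exclude pairs. The paper states that mutants were euthanized with littermate controls, but names no pairs for the RNA-seq. Counts changed, higher and lower were 2210, 1206 and 1004 with the Xist covariate, 1910, 937 and 973 on libraries low in Xist, 1836, 912 and 924 without the 2 libraries low in Ttr, and 353, 97 and 256 at a log2 fold change of 1 or more. With 1 library left out they ranged from 888 to 5296, 544 to 2544 and 344 to 2752, lowest without control replicate 2 and highest without KI replicate 4; the count changed was also low at 2317 (control replicate 1), 1872 (control replicate 3), 2200, 1001 and 2279 (KI replicates 1, 2 and 3). After the GC and length correction they ranged from 0 to 4958: 700, 0, 0 and 2435 without control replicates 1 to 4 and 2, 0, 0 and 4958 without KI replicates 1 to 4, with 4266, 4452, 4273 and 4621 genes at an unadjusted p under 0.05 in limma where it called 0. Table 1 markers past the threshold ranged from 2 to 13. Pdgfra ranged from 1.18 to 1.78 with 1 library left out and was 1.32 without the 2 libraries low in Ttr (adjusted p = 0.0664 from limma).

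With an estimated correlation camera from limma called 0 gene lists and 0 of the OL differentiation and myelination sets, and the activators, myelin genes, OPC markers, newly formed OL markers and astrocyte markers each had an adjusted p of 0.790. With fry from limma 4 lists passed, the OPC markers, newly formed OL markers, ribosomal protein genes and respiratory chain genes (adjusted p = 0.0431 each from fry). None of those sets passed, with an adjusted p from fry of 0.0531 for the activators and 0.148 for the myelin genes, nor did the astrocyte markers (0.0539). The inhibitors turned direction after the GC and length correction (adjusted p = 0.962 from limma). Genes that had not passed turned sign: Prmt5 to 0.0066 on libraries low in Xist; Tagln to -0.031 with the Xist covariate and -0.23 on libraries low in Xist; Foxc1 to -0.066 with the Xist covariate, -0.013 on libraries low in Xist and -0.026 without the 2 libraries low in Ttr (-0.033 to 0.089 with 1 library left out); Tmem212 to -0.20 with the Xist covariate, -0.11 after the GC and length correction and -0.079 without the 2 libraries low in Ttr (-0.093 to 0.38); Calca (-0.20 to 0.63) and Emx2 (-2.50 to 0.082), without control replicate 4.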

Differences from the paper's values

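The paper's log2 fold changes in Table 1 were smaller in size than those found here, by more than the standard error found here, for 7 OL lineage genes. The authors' fold changes are shrunken DESeq2 estimates, which are pulled toward no change, while those from limma are not shrunken. The paper's values and those found here were -1.13 and -2.12 for Cspg4, -0.86 and -1.49 for Olig2, -0.80 and -2.10 for Sox10, -0.81 and -1.70 for Myrf, -0.74 and -1.65 for Cnp and -0.71 and -1.38 for Mog, and none of the alternatives set before the data were examined came within the paper's for these 6. For Olig1 the paper gives -0.81 against -1.12 here; the Xist covariate (-0.92) and the fit without KI replicate 3 (-0.97) came within it, and the other alternatives set before the data were examined did not. DESeq2 with moderated fold changes, chosen after seeing the values, came within all 15 values of Table 1 that were compared under each of its 3 settings tried, a parametric trend, a local trend and a mean dispersion; under the local trend Cspg4 was -1.12 and Sox10 -0.79, and none of the genes the paper calls in Table 1 was dropped under the parametric or the local trend, while Nkx2-2 and S100b were dropped under the mean dispersion. Of the other fits chosen after seeing the values, the GC and length correction (-0.995) and the fit without the 2 libraries low in Ttr (-0.98) came within the paper's for Olig1.

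The paper's Table 1 calls Nkx2-2, Sox9, Apoe and S100b, whose adjusted p-values here were 0.0553, 0.0715, 0.0791 and 0.0774 from limma. Nkx2-2 was called with the DESeq2 Wald test, limma-voom and without KI replicate 4, Sox9 and Apoe with the DESeq2 Wald test and without KI replicate 4, and S100b with the DESeq2 Wald test. Of the fits chosen after seeing the values, moderated DESeq2 called Nkx2-2 and S100b under the parametric and local trends and Sox9 and Apoe under all 3 settings, and the fit on libraries low in Xist called Nkx2-2 and Sox9. The paper gives a smaller adjusted p for Pdgfra than the 0.0204 from limma found here; of the 3 moderated DESeq2 settings only the local trend, chosen after seeing the values, came near it, at 0.000399. The paper counts more changed genes at the same threshold than the 3685 found here; 5296 were called without KI replicate 4 and 5250 by moderated DESeq2 under a local trend, and the authors' deposited table holds 5340 entries past 0.05 for 5235 unique genes, 2634 of them lower. The paper calls astrocyte genes enriched relative to myelinating OLs, and the score here did not pass in that contrast (exact permutation test, adjusted p = 0.0571), 3 of 4 KI libraries lying above all controls. These are unlike measures: the paper ran GSEA over ranked genes on longer lists, and the score compared means of other, shorter lists between libraries. The paper names Sox2 with Olig2 and NG2 among OPC markers that are lower, and Sox2 was higher here by 0.32 on the log2 scale (adjusted p = 0.0452 from limma, all 4 KI libraries above all controls), while Olig2 and Cspg4 were lower. The authors' deposited table also has Sox2 higher, by 0.31 on the log2 scale (adjusted p = 0.00707 from the authors' DESeq2 Wald test). The paper's statement on Sox2 thus differs from its own deposited values, and its Table 1 does not list Sox2.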

Other observations

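In this part the fits with edgeR, without the 2 libraries low in Ttr and after the GC and length correction were chosen after the result was seen. Of 33 cytosolic ribosomal protein genes, 29 rose in KI mice and none fell (31 higher when adjusted over the list alone), among them Rpl15 (0.62), Rps24 (0.59) and Rpl5 (0.50), and camera from limma called the list (adjusted p = 4.58e-14). Of 32 nuclear genes of the respiratory chain, 24 rose and none fell (27 higher when adjusted over the list alone), among them Ndufa4 (0.82), Ndufs4 (0.62), Cycs, which encodes cytochrome c (0.43) and Sdhd (0.41), with an adjusted p of 4.80e-12 from camera in limma. Both calls were lost with an estimated correlation (adjusted p = 0.790 from limma). After the GC and length correction 25 ribosomal and 15 respiratory genes rose, and without the 2 libraries low in Ttr 21 and 15. Of 22 genes of cholesterol synthesis, 7 fell and none rose (12 lower when adjusted over the list alone), among them Mvd (-0.93), Ebp (-0.72) and the regulator Srebf2 (-0.49), with an adjusted p of 4.81e-05 from camera in limma and 0.790 with an estimated correlation. Without the 2 libraries low in Ttr, with edgeR or after the GC and length correction 3 of them fell, with the Xist covariate 1 did, without KI replicate 4, 16 did, and the 3 named did not pass without control replicates 2 or 3 or KI replicate 2, nor Mvd and Ebp without control replicate 1 or KI replicates 1 or 3. Of 14 genes of myelin lipid synthesis, 6 fell and none rose (8 lower when adjusted over the list alone), among them Fa2h, which makes hydroxylated fatty acids (-1.77), Elovl1 (-1.23), Cers2 (-1.18) and Sptlc2 (-0.61), and the list did not pass camera from limma (adjusted p = 0.0549). The 4 named did not pass without control replicates 1, 2 or 3 or KI replicate 2, nor Fa2h and Sptlc2 without KI replicate 1, while 3 genes of the list fell with the Xist covariate, 4 with edgeR or without the 2 libraries low in Ttr and 8 without KI replicate 4, and after the GC and length correction 8 fell and Cerk rose (0.21).

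Of 22 proliferation genes, Mki67 (-1.31), Top2a (-2.41) and Cenpf (-1.60) fell and none rose, with none passing when adjusted over the list alone and an adjusted p of 0.00943 from camera in limma (0.790 with an estimated correlation); Mki67 stood at 94.0 normalized counts in control and 43.0 in KI mice. None of the 3 passed when any 1 library other than KI replicate 4 was left out, without the 2 libraries low in Ttr or with the Xist covariate, while 12 genes of the list fell without KI replicate 4 and 1 with edgeR. Of 15 p53 targets, Fas (1.09), the cell cycle inhibitor Cdkn1a (0.98) and Trp53inp1 (0.51) rose and Phlda3 (-0.46) fell, with the same counts over the list alone and an adjusted p of 0.718 from camera in limma. Trp53 itself, which both groups lack in Olig2-progenitors, fell by 0.28 on the log2 scale (adjusted p = 0.0256 from limma), and Fgfr2 fell by 0.77, while Fgfr1 (-0.20), Prmt5 (-0.052), Aspa (-0.48) and Nes (0.095) did not pass. Of 17 genes of ER stress and the integrated stress response, Phgdh (-0.74), Pdia4 (-0.75), Hspa5 (-0.62) and Hsp90b1 (-0.49) fell and Dnajb9 (0.37) rose (5 lower and 1 higher when adjusted over the list alone). Of 12 Notch pathway genes, 3 fell, Dll1 (-0.55) and Dll3 (-0.67) with Hes5, and Hey1 rose (0.28), the same counts as over the list alone. Neither list passed camera from limma (adjusted p = 0.170 and 0.718). Of the genes that changed here, Hsp90b1 not considered, only Dll1 passed in each fit with 1 library left out, and without control replicate 2 or KI replicate 2 none of the others did.

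Of 12 immediate early genes, Jun (-1.004) and Arc (-0.80) fell and none rose, the same as over the list alone (adjusted p = 0.745 from camera in limma). Of 15 genes of disease-associated microglia, Axl (0.82) rose and Cd9, which OLs also express, fell (-1.51), the same as over the list alone (adjusted p = 0.870 from camera in limma), and of 15 interferon response genes Stat2 fell (-0.52) and none passed over the list alone (adjusted p = 0.982 from camera in limma). Of 11 fibroblast and meningeal markers, Lum (-1.14), Col3a1 (-0.95), Igf2 (-0.94) and Col1a1 (-0.79) fell, the same 4 as over the list alone (adjusted p = 0.0325 from camera in limma, 0.790 with an estimated correlation). Of 10 monoamine neuron genes Ddc fell (-1.10) and none passed over the list alone (adjusted p = 0.0365 from camera in limma, 0.790 with an estimated correlation), and of 6 erythrocyte genes Hbb-bs rose (1.14) and none passed over the list alone (adjusted p = 0.0422 from camera in limma, 0.790 with an estimated correlation). With limma on all 8 libraries no gene passed among 14 hindbrain Hox genes (adjusted p = 0.0419 from camera in limma, 0.883 with an estimated correlation), 10 pericyte and smooth muscle markers (0.354), 17 genes of synaptic transmission (0.982), 9 cholinergic and motor neuron genes (0.542), 12 cerebellum markers (0.747), 7 ependymal markers (0.518), 6 Schwann cell genes (0.982), 4 forebrain markers (0.979) and 5 sex-linked genes (0.747). Of these lists, 4 Hox genes rose with the Xist covariate, and without the 2 libraries low in Ttr Hoxb3 rose (0.81) and Chat (-0.76), Slc18a3 (-0.79), Vtn (-0.48) and Foxj1 (-0.41) fell; with the Xist covariate Vtn fell too, without KI replicate 4 Gria1 (0.55) and Drp2 (0.20) rose and Xist fell (-7.80), and after the GC and length correction Drp2 rose (0.31). Of PDGF ligands and receptors the adjusted p from camera in limma was 0.747, and of the Table 1 OL lineage list 2.34e-05 (0.790 with an estimated correlation). Of the single genes that changed here, Jun and Igf2 passed in each fit with 1 library left out, and without control replicate 2 or KI replicate 2 none of the others did.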
